# Ontogenetically distinct neutrophils differ in function and transcriptional profile in zebrafish

**DOI:** 10.1038/s41467-023-40662-7

**Published:** 2023-08-15

**Authors:** Juan P. García-López, Alexandre Grimaldi, Zelin Chen, Claudio Meneses, Karina Bravo-Tello, Erica Bresciani, Alvaro Banderas, Shawn M. Burgess, Pedro P. Hernández, Carmen G. Feijoo

**Keywords:** Imaging the immune system, Neutrophils, Myelopoiesis, Chemotaxis, Transcriptomics

## Abstract

The current view of hematopoiesis considers leukocytes on a continuum with distinct developmental origins, and which exert non-overlapping functions. However, there is less known about the function and phenotype of ontogenetically distinct neutrophil populations. In this work, using a photoconvertible transgenic zebrafish line; Tg(*mpx*:Dendra2), we selectively label rostral blood island-derived and caudal hematopoietic tissue-derived neutrophils in vivo during steady state or upon injury. By comparing the migratory properties and single-cell expression profiles of both neutrophil populations at steady state we show that rostral neutrophils show higher *csf3b* expression and migration capacity than caudal neutrophils. Upon injury, both populations share a core transcriptional profile as well as subset-specific transcriptional signatures. Accordingly, both rostral and caudal neutrophils are recruited to the wound independently of their distance to the injury. While rostral neutrophils respond uniformly, caudal neutrophils respond heterogeneously. Collectively, our results reveal that co-existing neutrophils populations with ontogenically distinct origin display functional differences.

## Abstract (web summary)

Neutrophil ontogeny in zebrafish may be a continuum or consist of distinct lineages. Here the authors characterise neutrophils derived from rostral blood island and caudal haematopoietic tissue lineages and show differential gene expression and function in steady state and during wound healing.

## Introduction

Hematopoiesis is a complex process, not only because it leads to the generation of multiple cell types with vastly different functions, but also because at specific times of development cells with the same function are generated at distinct anatomical sites and from distinct progenitor cells. The mechanisms by which different progenitor cells generate the same cell types as well as their functions during the lifetime of the organism are poorly understood. A deeper understanding of these questions will provide a better framework for the study of genetic or environmental perturbations on fetal, pediatric, and adult hematopoietic physiology.

In mammals, hematopoiesis is currently considered a continuous process, termed the “layered hematopoiesis process”, in which the source of some blood lineages changes throughout the life of the animal, whereas others remain unchanged from their embryonic origin. This process takes place in three waves. In the first two waves, transient primitive and erythro-myeloid progenitors (EMPs) originate from the yolk sac. In the third wave, pluripotent hematopoietic stem cells (HSCs) originate from specialized endothelial cells within the major arteries of the developing embryo, particularly from the aorta-gonad-mesonephros (AGM) region^1–4^. It has been shown that the absence of EMPs in mice leads to embryonic lethality by E13.5 even in the presence of transplanted HCS, reinforcing the notion of a layered hematopoiesis with non-overlapping, wave-specific roles. This idea seems also to be valid for differentiated leukocytes with distinct developmental origins. For example, when yolk-derived macrophages and HSC-derived monocytes were injected to the CNS of mice lacking microglia, only yolk-derived macrophages displayed a truly microglial gene expression program^5^. Likewise, natural killer cells exhibit ontogeny-specific characteristics: EMP-derived cells exert a potent cytotoxic degranulation upon stimulation in comparison to their adult counterparts which only respond by producing inflammatory cytokines^6^.

There is a lack of information about transcriptional and functional differences (and similarities) between HSC-independent and HSC-derived neutrophils. Experimental constraints to address this important gap include the spatial and temporal overlap of granulocytes emerging from HSC-independent or HSCs-dependent progenitors, and the lack of specific markers to distinguish their developmental origin.

The zebrafish provides key advantages to studying early development which have been widely exploited to study early hematopoiesis, including that of the neutrophils. In general, hematopoiesis is very similar between zebrafish and mammals^7,8^. In the first zebrafish hematopoietic wave, primitive macrophages and neutrophils develop from the rostral blood island (RBI), a hematopoietic tissue that originates from the anterior lateral-plate mesoderm located over the yolk sac^9,10^. The second wave originates in the posterior blood island (later the caudal hematopoietic tissue, equivalent to mammalian fetal liver), where HSC-independent EMPs initiate definitive hematopoiesis^11^. Finally, HSCs generated in the ventral wall of the dorsal aorta (tissue equivalent to the mammalian AGM) seed the caudal hematopoietic tissue (CHT) and give rise to all adult blood cells^11,12^. Of note, it has been shown that RBI-derived and CHT-derived neutrophils coexist during zebrafish embryonic and larval stages and that both respond to harmful stimuli^10^. However, whether neutrophils with different developmental origins have distinct molecular and functional features remains unknown.

In the present work, we perform live imaging and single-cell transcriptomics of populations enriched in RBI-derived and CHT-derived neutrophils and identify similarities and differences between these two ontogenetically distinct populations at steady state and upon tissue injury. We show that RBI-derived neutrophils have a considerably higher migration capacity than CHT-derived neutrophils at steady state, concomitant to an upregulation of *csf3b*. Upon injury, RBI-derived neutrophils respond uniformly, in contrast to CHT-derived neutrophils which show a heterogeneous response. In addition, both populations display common core transcriptional profiles, but also subset-specific transcriptional signatures. Accordingly, only CHT-derived neutrophils are recruited to the wound in a hydrogen peroxide-dependent manner. Altogether, we provide evidence that ontogenically distinct neutrophils that co-exist in the organism show key functional differences.

## Results

### Strategy to distinguish RBI-derived from CHT-derived neutrophils

We designed a strategy to be able to simultaneously distinguish between RBI and CHT derived neutrophil populations in vivo. For this, we used the Tg(*mpx*:Dendra2) transgenic reporter line^13^, in which the Dendra2 protein is expressed under the control of the myeloperoxidase (*mpx*) gene promoter. The *mpx* gene has been widely used as a neutrophil-specific marker in zebrafish^14^, and Dendra2 is a green-to-red stably photoconvertible fluorescent protein derived from *Dendronephthya* sp^15^. It has been shown that the Tg(*mpx*:Dendra2) line expresses fluorescent proteins at high levels in neutrophils and at low levels in macrophages^13,16^. Therefore, to analyze only neutrophils in our imaging experiments, we used settings that excluded cells expressing low levels of Dendra2.

After leaving the rostral blood island, RBI-derived neutrophils colonize and reside in different tissues, such as the head, the trunk, and the CHT^10^. On the other hand, CHT-derived neutrophils mainly remained where they were generated^11^. We initially attempted to photoconvert Dendra2^+^ cells in the rostral blood island at 20hpf, however, we observed that only few of them were present in this tissue at that time (Supplementary Fig. 1B, C). Therefore, in order to photoconvert a higher number of RBI-derived neutrophils and be able to further analyze them by scRNAseq and microscopy, we determined which tissues these cells preferentially migrated to and resided in. To this end, we photoconverted all the Dendra2^+^ cells present in the rostral blood island on the yolk at 20hpf and determined their location 24 h later, at 44hpf (Supplementary Fig. 2A). We found that almost no neutrophils originally present in the rostral blood island over the yolk remained in this tissue 20 h later (2.63%, 0.22 cells) and that 79.32% (6.6 cells) of them were now located in the head, 10.74% (0.89 cells) in the CHT, 3.89% (0.32 cells) in the dorsum, and 3.42% (0.28 cells) in the tail (Supplementary Fig. 2B, C). Based on these results, our strategy consisted of photoconverting *mpx*:Dendra2^+^ cells in the head to obtain cells enriched in RBI-derived neutrophils. In these larvae, green-labelled cells should be enriched in CHT-derived neutrophils, however, since we observed 10.74% (one cell in some larvae) of RBI-derived neutrophils were present in the caudal hematopoietic tissue at 44hpf, some could potentially be of primitive origin. To avoid this scenario, we set out to have the maximum number of RBI-derived neutrophils in the head, and the minimum in the caudal hematopoietic tissue. Based on prior reports^10^, we photoconverted the head at 34hpf but noted that new green neutrophils appeared in the head during the next 10 h (Supplementary Fig. 2D–F). Therefore, we determined if some of the new neutrophils were originally present in the caudal hematopoietic tissue, finding that this was never the case and confirming that they arose in the rostral blood island, (Supplementary Fig. 2G–I). Thus, to obtain the maximum number of red-labeled, RBI-derived neutrophils, we decided to perform two successive photoconversion events in the head, at 34 and 44hpf. Taken together, we established a strategy that allowed us to discriminate between a population largely enriched in RBI-derived neutrophils and one composed mainly of CHT-derived neutrophils.

### RBI-derived neutrophils have higher migratory capacity in homeostasis

We observed a constant migration of RBI-derived neutrophils from the yolk to the head and that some CHT-derived neutrophils were located outside this territory during homeostasis. To analyze the migration capacity of RBI-derived and CHT-derived neutrophils in the absence of injury, we determined what percentage of each population leaves its original location. To this end, we photoconverted the head or the CHT at 34 hpf and analyzed at 44 hpf, ten hours later, the number of RBI-derived and CHT-derived neutrophils located outside their corresponding original region (Fig. 1A). We found that 29.39% (9.4 cells) of the photoconverted RBI-derived neutrophils left the head and only 10.30% (2.47 cells) of CHT-derived neutrophils left the caudal hematopoietic tissue (Fig. 1B). Considering the difference in the migration capacity seen between the RBI-derived and CHT-derived neutrophils, we wondered whether this capacity determines which tissues each neutrophil population ultimately colonized. To allow sufficient time for neutrophils to reach regions far distant from their original position (head and posterior region of the tail), we analyzed their distribution 72 h post the second photoconversion (hpp) (Fig. 1C). We found that RBI-derived and CHT-derived neutrophils colonized the dorsum, tail and intestine. Also, a few CHT-derived neutrophils colonized the head, and a few RBI-derived neutrophils colonized the caudal hematopoietic tissue. From the 24 ± 4 red labeled CHT-derived neutrophils originally present in the caudal hematopoietic tissue, most remained there (12 ± 4 cells), but some colonized the dorsum (3 ± 2 cells), tail (2 ± 1 cells) and head (2 ± 1 cells). Likewise, from the 32 ± 1 red labeled RBI-derived neutrophils originally present in the yolk, 11 ± 3 colonized the head, 2 ± 1 colonized the caudal hematopoietic tissue, 1 ± 1 the intestine, 2 ± 1 the dorsum and 1 ± 1 the tail (Fig. 1D–G). These data suggest that some neutrophils from both populations were lost during our analysis. Thus, to determine the period of time that both neutrophil populations remain in the body, we photoconverted either RBI-derived or CHT-derived neutrophils at 34 and 44hpf and monitored the number of red neutrophils present in the whole body daily during 72 h. Although some of the photoconverted neutrophils of both populations were still present in different tissues at 72hpp (Fig. 1H), the rate of loss was higher in RBI-derived (slope of −0.0047) than in CHT-derived neutrophils (slope of −0.0068) (Fig. 1I). Altogether, these data indicate that RBI-derived neutrophils have a considerably higher migration capacity in homeostasis than CHT-derived ones, but both populations colonize the same regions. Also, CHT-derived neutrophils stay for longer time period in the body compared to RBI-derived neutrophils, at least during homeostasis.

**Fig. 1:**
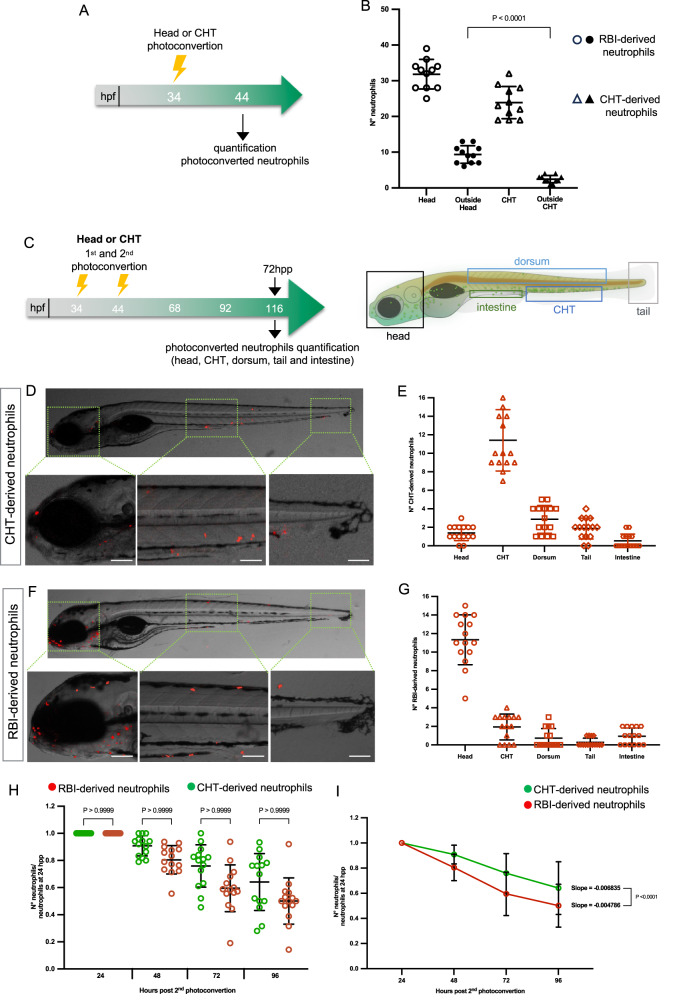
Migration capacity, tissue deployment and lifespan of RBI-derived and CHT-derived neutrophils during homeostasis. **A** Experimental strategy design. At 34 h post fertilization (hpf) the head or the CHT was photoconverted and at 44 hpf the number of RBI-derived and CHT-derived neutrophils located in or outside the corresponding original region, was quantified. **B** Quantification of the number of RBI-derived and CHT-derived neutrophils present in and outside the head or CHT, *n* = 11 embryos for head or CHT photoconvertion per experiment. **C** Experimental design. At 34 hpf and 44 hpf the first and second photoconversion were performed either in the head or CHT according to the experimental needs. **D**, **E** Representative images and quantification of CHT-derived neutrophils at 72 h post second photoconversion (hpp) present in the head, CHT, dorsum, tail, and intestine. *n* = 15 larvae for head or CHT photoconvertion per experiment. **F**, **G** Representative images and quantification of RBI-neutrophils at 72 hpp present in the head, CHT, dorsum, tail, and intestine, *n* = 15 larvae for head or CHT photoconvertion. **H** Quantification of photoconverted RBI and CHT-derived neutrophils present in the whole body compared to their initial number (24 hpp), *n* = 14 larvae for head or CHT photoconvertion per experiment. **I** Loss rate of RBI-derived (red line) and CHT-derived neutrophils (green line) during 72 h. *n* = 14 larvae for head or CHT photoconvertion per experiment. Data are represented as mean ± SD. Statistical analyses were performed using a two-sided Mann-Whitney U test. Experiments were performed independently at least 3 times. Scale bar: 100 μm.

### RBI-derived and CHT-derived neutrophils display different migratory responses during inflammation

Recruitment of zebrafish neutrophils to wounded or infected areas is well documented^10,17–21^. However, whether RBI-derived and/or CHT-derived neutrophils are specifically recruited to damaged areas is unknown. To answer this question, we performed caudal fin transections 10 h after the second photoconversion (54hpf) and analyzed the recruitment of both neutrophil populations during the first three hours post damage (hpd) (Fig. 2A). As we damaged a tissue close to the caudal hematopoietic tissue, we expected CHT-derived neutrophils to migrate to the injury, but we were uncertain whether RBI-derived neutrophils would be recruited to a more distant tissue. As we anticipated, at 1 hpd, 4 ± 1.08 CHT-derived neutrophils were attracted to the wound, increasing to 6 ± 0.88 and 10 ± 1.55 at 2 and 3 hpd, respectively (Fig. 2B, C). Interestingly, RBI-derived neutrophils were also recruited with 1 ± 0.71, 2 ± 1.12, and 3 ± 1.01 at 1, 2 and 3 hpd, respectively, indicating a lower but consistent recruitment rate (Fig. 2B, C). To evaluate if the difference in the numbers of each neutrophil population recruited to the wound was influenced by the distance of the site of injury, we evaluated the presence of RBI- and CHT-derived neutrophils after damaging the otic vesicle, which is closer to the head. To do this, we photoconverted neutrophils at the caudal hematopoietic tissue, damaged the otic vesicle, and quantified photoconverted and not photoconverted cells in the damaged area. We observed that both populations were recruited, but in this case many more RBI-derived neutrophils reached the wound than CHT-derived ones (Supplementary Fig. 3), suggesting that proximity to the damage determines which type of neutrophils will predominantly respond. Importantly, both neutrophil populations were recruited to both injured sites regardless of the distance to the lesion.

**Fig. 2:**
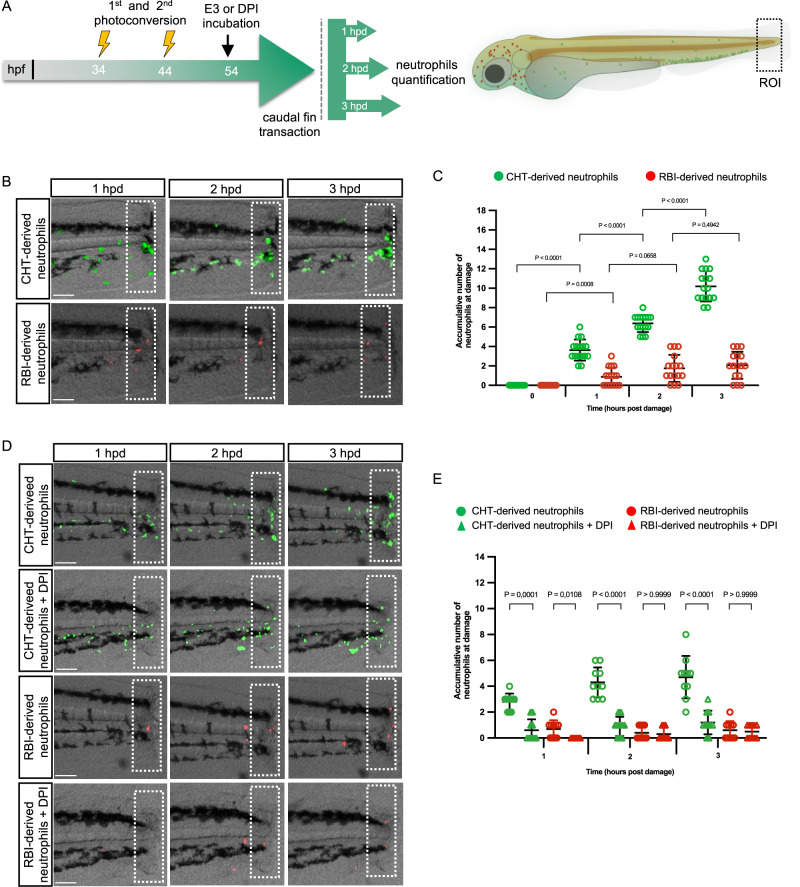
Recruitment of RBI-derived and CHT-derived neutrophils after tail transection. **A** Experimental design. At 34 h post fertilization (hpf) and 44 hpf the first and second photoconversions were performed in the head to label RBI-derived neutrophils red. At 54 hpf, caudal fin transections were made, and time lapse analysis was conducted during the 3 h post damage (hpd). **B** Representative images of RBI-derived/red and CHT-derived/green neutrophils at the wound site (dotted white line) at 1, 2, and 3 hpd. **C** Quantification of the number of RBI-derived and CHT-derived neutrophils present at the wound at 0, 1, 2, and 3 hpd. *n* = 16 larvae per experiment. **D** Representative images of RBI-derived/red and CHT-derived/green neutrophils at the wound (dotted white line) at 1, 2, and 3 hpd treated or not with diphenyliodonium (DPI). **E** Quantification of the number of RBI-derived and CHT-derived neutrophils that reach the wound at 1, 2, and 3 hpd treated or not with DPI. *n* = 10 larvae per experiment. In all the cases data are represented as mean ± SD. Statistical analysis was done with a two-sided Mann-Whitney U test. Experiments were performed independently at least 3 times. Scale bar: 100 μm.

A very early and key neutrophil chemoattractant signal released at damaged zones during acute inflammation is hydrogen peroxide^22^. Since we observed that both neutrophil populations reach the injury during the first hour after damage, we decided to evaluate if both populations were responding to this signal. To this end, we performed tail transection in the presence of diphenyliodonium (DPI), an inhibitor of NADPH oxidase that inhibits hydrogen peroxide production^23^, and therefore the hydrogen peroxide dependent recruitment of neutrophils to wound. We found that CHT-derived neutrophils drastically decrease their migration to the wound during the entire period analyzed. At 1 hpd, cells at the damaged zone declined from 3 ± 0.63 to 1 ± 0.84, at 2 hpd from 4 ± 1.16 to 1 ± 0.73 and at 3 hpd from 5 ± 1.63 to 1 ± 0.91 (Fig. 2D, E). In contrast, the recruitment of RBI-derived neutrophils was only affected during the first hpd, decreasing from 1 ± 0.67 to 0 cells recruited (Fig. 2D, E), indicating that later recruitment of RBI-derived neutrophils was independent of hydrogen peroxide signaling and CHT-derived neutrophils depend on the hydrogen peroxide signal to migrate.

Next, we aimed to determine whether there are differences in the migration dynamics of RBI-derived and CHT-derived neutrophils after tail transection. It has been published that neutrophils migrate to the site of injury with marked directionality and at an average velocity of 15 μm/minute^24^, however, in this study neutrophils were analyzed as a homogeneous population. To analyze the migration dynamics of both neutrophil populations separately, we performed time-lapse analysis and quantified several parameters, including pathway of migration (vasculature or extracellular matrix), directionality, cumulative and Euclidian distance, maximal velocity, and dispersion (Fig. 3). We found that CHT-derived neutrophils used both pathways of migration, as previously reported for neutrophils in general^16^. During the first hpd, CHT-derived neutrophils (3 ± 0.75 cells) only migrated through the extracellular matrix, but during the second and third hpd, cells transited both through the vasculature (3 ± 0.65 and 4 ± 0.86 cells, respectively) and through the extracellular matrix (4 ± 0.93 and 2 ± 0.99 cells, respectively). In contrast, RBI-derived neutrophils migrated to the wound only through the extracellular matrix (1 ± 0.90, 1 ± 0.51, 1 ± 0.57, respectively) (Fig. 3A, B). Only RBI-derived neutrophils present at the dorsum close to the caudal fin, and not those at the head, responded to the injury. Notably, despite some RBI-derived neutrophils circulating in the bloodstream, they never migrated towards the wound site.

**Fig. 3:**
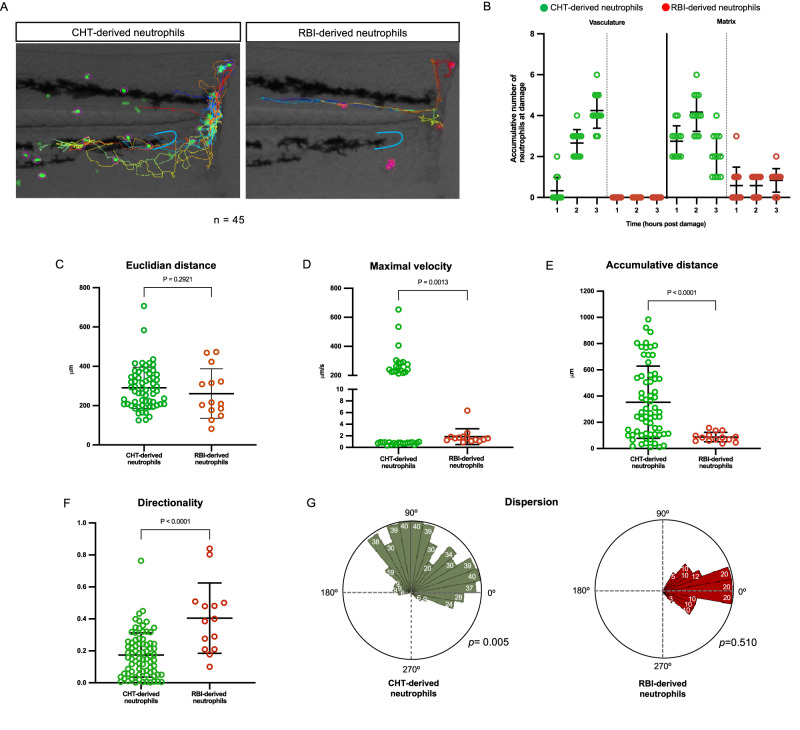
Migration dynamic of RBI-derived and CHT-derived neutrophils during inflammation. **A** Representative images of the tail at 3 h post damage (hpd) showing RBI-derived and CHT-derived neutrophil tracks to reach the wound. The blue line represents the circulatory loop. **B** Quantification of the migration route (bloodstream or extracellular matrix) utilized by RBI-derived and CHT-derived neutrophils to reach the wound at 1, 2, and 3 hpd. Analysis of the (**C**) Euclidian distance, (**D**) maximal velocity, (**E**) cumulative distance and (**F**) directionally of RBI-derived and CHT-derived neutrophils recruited to the wound. *n* = 13 larvae per experiment Statistical analyses were done with a two-sided Mann-Whitney U test. Data are represented as mean ± SD (**G**) Dispersion. Rose diagram showing the deviation angles in each segment of the route followed by neutrophils with respect to the direct route (0°) to the damage area. White numbers inside the green or red bars represent the percentage of neutrophils that follow a segment with this angle. The *p*-values were obtained after applying a Rayleigh test to angles distribution in each subpopulation. *n* = 10 larvae per experiment. Experiments were performed independently at least 3 times.

Three out of the four migration parameters measured (maximal velocity, cumulative distance, directionality, and dispersion) revealed differences between RBI-derived and CHT-derived neutrophils. Only the Euclidian distance (distance between start and end points) was similar between both neutrophil populations (Fig. 3C). The maximal velocity reached by CHT-derived neutrophils was considerably higher than those of primitive ones, 135.3 ± 122.0 µm/s and 0.87 ± 1.22 µm/s, respectively (Fig. 3D). Of note, two clear subsets of CHT-derived neutrophils were detected. One subset including several cells that showed a fast velocity (192.4 ± 102.7 µm/s) and another subset including a few cells that showed a much slower velocity (0.74 ± 0.17 µm/s), comparable to that observed for RBI-derived neutrophils (1.85 ± 1.3 µm/s) (Fig. 3D). Regarding the cumulative distance, CHT-derived neutrophils traveled longer distances to arrive at the damaged zone in comparison to RBI-derived neutrophils (352.7 ± 275.3 µm vs. 87.53 ± 36.05 µm) (Fig. 3E). In addition, CHT-derived neutrophils showed lower directionality in their migration to the wound compared to RBI-derived neutrophils, which was reflected in a significantly lower meandering index of the former, 0.1738 ± 0.13 v/s 0.4044 ± 0.22 (Fig. 3F). Dispersion represents the deviation angles of each segment of the route followed by each neutrophil with respect to the direct route to the wound (0°). CHT-derived neutrophils showed dispersion values ranging from −40° to 190° compared to RBI-derived neutrophils that showed values varying from −40° to only 60°. To evaluate if the dispersion of each subpopulation was homogeneous or heterogeneous, we applied the Rayleigh test to the angle distribution data. We found that CHT-derived neutrophils had a non-uniform distribution (*p*-value 0.005) while RBI-derived neutrophils showed a uniform distribution (*p*-value 0.510), indicating that the first were a more heterogeneous population than the latter. To determine whether these results were a consequence of the difference in the time at which RBI- and CHT-derived neutrophils appeared in the larva, i.e. due to differences in age, we repeated the assay of migration dynamics of RBI- and CHT-derived cells but 10 h earlier (Supplementary Fig. 4A). We found that both groups had the same behavior as described above in larvae 10 h older (Supplementary Fig. 4B–F). In summary, we observed that during inflammation, RBI-derived and CHT-derived neutrophils exhibited different migration behaviors. Moreover, the results obtained suggested that CHT-derived neutrophils were a much more heterogeneous population than RBI-derived neutrophils, which displayed a more uniform response.

### Single-cell transcriptional analysis of RBI-derived and CHT-derived neutrophil populations

As we observed behavioral differences between populations enriched in RBI-derived and CHT-derived neutrophils at steady state and upon inflammation, we aimed to determine if they also showed differences in their transcriptional programs in either or both conditions. To this end, we performed single-cell transcriptomic analysis of neutrophils using the droplet-based 10x Genomics platform. 

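Cells sorted from dissociated zebrafish embryos were captured with the 10x Genomics 3' chemistry (version 2), which counts unique molecular identifiers (UMIs) per gene and cell barcode. The deposited data hold 1 matrix for each of the 4 conditions, which was read as 1 library. No replicate within a condition could be told apart, and no test between conditions was made. Each matrix was registered under 4 entries labelled as replicates, whose reads were already pooled, with no map from cells to entries. That these entries are reads of 1 library is an inference. The authors deposited UMI counts without normalization for every gene of their annotation, with Dendra2 added, and for all barcodes, with or without a cell. The matrix headers name Cell Ranger 7.1.0, whereas the text of the paper names another release. Total UMIs were 8874272 in the RBI-derived normal, 7409098 in the RBI-derived cut, 17303744 in the CHT-derived normal and 15982680 in the CHT-derived cut library. Cells were called again from these matrices with the default rule of Cell Ranger 2, which kept barcodes with at least 10% of the UMIs of the 99th percentile of the top 3000 barcodes. The paper's limits followed, at most 10% mitochondrial UMIs, 300 to 7500 genes and at least 500 UMIs. The barcodes with the highest doublet scores were then removed, 0.8% per 1000 cells of a library, and the remaining cells were clustered on the 2000 most variable genes with 30 principal components. Clusters were named by marker genes fixed before the data were examined, and a name ends in "-like" because it rests on those genes alone. Median UMIs per cell were 4384 in RBI-derived normal, 3292 in RBI-derived cut, 8140.5 in CHT-derived normal and 4611 in CHT-derived cut cells. UMIs were summed over the cells of a class in each library and expressed as CPM, the count of a gene scaled to a fixed total per library. Intervals are exact at the 95% level (Clopper-Pearson for shares, Poisson for counts, conditional binomial for ratios) and cover counting error only. Droplets with 10 to 100 UMIs were read as free RNA. From 9 erythroid genes, free RNA was estimated to make up 7.90% of the UMIs of neutrophil-like cells in the RBI-derived normal library (95% interval 5.99% to 10.3%). The estimate was 2.83% (2.61% to 3.07%) in RBI-derived cut, 4.56% (4.02% to 5.14%) in CHT-derived normal and 5.03% (4.59% to 5.50%) in CHT-derived cut cells. Other genes did not bear it out in the normal libraries. The same estimate for macrophage-like cells gives lyz 9114 CPM in RBI-derived normal, where 1127 were found, and 2497 CPM in CHT-derived normal, where 875 were found. The share behind the RBI-derived value rests on 6 erythroid UMIs (11.3%, 95% interval 4.11% to 24.7%). The lyz found allows free RNA shares of at most 1.55% and 1.44% in those macrophage-like cells, and 2.33% and 2.85% in the neural-like cells (upper 95% limits). In RBI-derived normal macrophage-like cells 14.3 UMIs of ponzr6 were expected and none was found. In the cut libraries lyz had 1846 CPM against 1812 expected in CHT-derived macrophage-like cells, and 1224 against 696 in RBI-derived ones, where npsn had 182 against 78.6. In CHT-derived cut macrophage-like cells 13.4 UMIs of ponzr6 were expected and 4 found. In CHT-derived cut neural-like cells lyz had 3879 CPM against 2071 expected. For lyz the estimate is thus too high in the normal libraries and too low in the RBI-derived cut library. In the CHT-derived cut library it is too low in neural-like cells and close in macrophage-like cells.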

We photoconverted RBI-derived neutrophils in the head two times, at 34hpf and 44hpf, in 700 embryos and performed caudal fin transections at 54hpf on 350 of them. Three hours later at 57hpf, we homogenized non-cut and cut embryos respectively and separately sorted red and green-fluorescent cells. We thus defined four experimental conditions: RBI-derived normal (red cells non-cut), RBI-derived cut (red cells upon fin transection), CHT-derived normal (green cells non-cut), and CHT-derived cut (green cells upon fin transection). 

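The deposited matrices list 1121149 barcodes over the 4 libraries. The limits on genes, UMIs and mitochondrial UMIs given in the methods left 8986 of them by themselves, beside 7028 cells reported by the paper. The Cell Ranger 2 rule alone left 7447 barcodes, and 7328 passed both. Removing 116 barcodes as doublets (1.58%) left 7212 cells, with 1167 in RBI-derived normal, 1794 in RBI-derived cut, 1688 in CHT-derived normal and 2563 in CHT-derived cut. Their median was 1290.5 genes and 4420.5 UMIs per cell. The number of cells kept moved most without the Cell Ranger rule, to 8798.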

In total, we profiled 7028 single cells from these four conditions, detecting a median of 1211 genes per cell. Reads from the four separate conditions (flowcells) were combined and analyzed using Cell Ranger 2.1.1 and Seurat. 

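The cells kept fell into 22 clusters. Clusters 0, 1, 2, 5, 10 and 13 carried the neutrophil markers and held 3815 cells, 52.9% of the total. Clusters 3, 4, 6 and 12 carried the macrophage markers and held 1807 cells (25.1%). Cluster 3 was led by the inflammatory genes ccl34a.4, cxcl8a and tnfa and by hamp, together with other macrophage genes. The other 1590 cells (22.0%) were 750 neural-like (10.4%), 64 epidermis-like, 33 muscle-like, 26 erythroid-like and 19 endothelium-like cells and 698 cells in 5 clusters left without a name. The rule on how many markers a cluster must raise was set after the clusters had been seen. It left without a name cluster 8, with 3, 6, 104 and 159 cells in RBI-derived normal, RBI-derived cut, CHT-derived normal and CHT-derived cut. It also left out cluster 17, with 1, 3, 5 and 76 cells in the same order. Cluster 15 raised 9 neutrophil and 5 muscle markers, but among its 10 leading genes 3 were muscle markers, 1 was a macrophage marker and none was a neutrophil marker, so that it was left without a name. It had 93 of its 94 cells from the CHT-derived cut library. Cluster 13 had 110 of its 112 cells from the RBI-derived cut library and a median of 885 UMIs, so that both clusters may belong to a library rather than to a cell type.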

We identified a major cluster composed of 3732 cells (53% of total cells), followed by a cluster of 1830 cells (26% of total cells), and a smaller cluster that altogether comprised 1466 cells (21% of the total cells) (Fig. 4A). Differential expression analysis between these 3 groups showed that the largest cluster expressed significantly higher levels (P-adj < 0.05) of 57 genes (Supplementary Data 1 “DE Lineages”), among them neutrophil markers such as *mpx, lyz, and mmp13a* (Supplementary Data 1 “DE Lineages” and Fig. 4B, C). 

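In CPM of summed UMIs, mpx was between 35.9-fold and 111-fold higher in neutrophil-like than in macrophage-like cells over the 4 libraries. For lyz the fold lay between 68.1 and 178, and for mmp13a, a symbol that the deposited annotation gives to 2 gene identifiers, between 27.9 and 53.3. These 3 genes were among the markers that named the clusters, so that their folds describe how far the classes lie apart. The gene coro1a, shown in Fig. 4C and not used for the names, was 2.02-fold to 3.05-fold higher in neutrophil-like cells.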

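The deposited annotation holds mfap4 as a single gene (ENSDARG00000090783). Its CPM was between 42.2-fold and 533-fold higher in macrophage-like than in neutrophil-like cells over the 4 libraries. In the 3 libraries other than RBI-derived normal the fold was 68.2 to 304 for mpeg1.1 and 50.9 to 288 for marco. In RBI-derived normal neutrophil-like cells mpeg1.1 had 2 UMIs and marco 1, and the log2 ratio of neutrophil-like over macrophage-like cells was −9.27 (95% interval −12.34 to −7.37) and −9.54 (−14.87 to −6.99). For irf8 the fold was 42.1 in CHT-derived normal and 33.7 in CHT-derived cut. With 1 UMI in RBI-derived cut neutrophil-like cells its log2 ratio there was −7.31 (−12.66 to −4.73). With none in RBI-derived normal ones it was at least 50.6-fold higher in macrophage-like cells, against a floor of 3 counts. All 4 genes were also markers behind the names of the clusters.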

The second largest cluster expressed significantly higher levels of 186 genes, including *mfap4.1, mfap4.2, mfap4.4, mfap4.7, mfap4.8, mfap4.10, mpeg1.1, marco and irf8* (Supplementary Data 1 “DE Lineages” and Fig. 4B, C). Thus, we could identify the largest cluster as neutrophils and the second largest population as macrophages (Fig. 4B). The *mpx* gene promoter used to generate the Tg(*mpx*:Dendra2) reporter line has been shown to also label macrophages (25), explaining the capture of macrophages within profiled cells. 

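Dendra2 was counted as a feature of its own. In neutrophil-like cells it reached 13591 CPM in RBI-derived normal, 13128 in RBI-derived cut, 10472 in CHT-derived normal and 10146 in CHT-derived cut. In macrophage-like cells of the same libraries it reached 1372, 1109, 798 and 702 CPM, so that the neutrophil-like level was 9.90-fold, 11.8-fold, 13.1-fold and 14.5-fold higher. Against the cells of other or no class the fold was 47.3 (95% interval 40.9 to 55.0), 16.0 (14.1 to 18.3), 25.0 (23.8 to 26.4) and 22.9 (21.7 to 24.3). Free RNA held Dendra2 too, at 14607 CPM in the droplets without cells of the RBI-derived normal library and 1785 CPM in those of the CHT-derived cut library. Without removal of doublets the log2 ratio in CHT-derived cut moved from 3.85 to 3.59.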

Of note, those Dendra2^+^ cells identified as neutrophils (i.e. with high expression of *mpx*), expressed more than ten times higher *dendra2* compared to macrophages and the unknown cell group (Supplementary Fig. 5A, B). 

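The genes ponzr6, npsn, il4 and il34 were not used to name clusters. For npsn the CPM was between 51.0-fold and 197-fold higher in neutrophil-like than in macrophage-like cells over the 4 libraries. The range was 31.4-fold to 177-fold for il4 and, apart from RBI-derived normal, 46.5-fold to 228-fold for il34. In RBI-derived normal il34 had 1 UMI in macrophage-like cells, and its log2 ratio was 7.79 (95% interval 5.31 to 13.10). The gene ponzr6 was 264-fold higher in CHT-derived normal and 408-fold in CHT-derived cut. In RBI-derived cut, with 3 UMIs in macrophage-like cells, its log2 ratio was 6.60 (5.05 to 8.88). In RBI-derived normal no ponzr6 UMI was found in macrophage-like cells, and the gene was at least 38.6-fold higher in neutrophil-like cells against a floor of 3 counts.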

Our transcriptomic analysis also revealed markers highly expressed in neutrophils such as *ponzr6, npsn*, and the cytokines *il4* and *il34*. Likewise, we found genes highly expressed only in macrophages such as *ccl34a.4, fgl2a, il4r.1* and *il4r.2* (Supplementary Fig. 6).

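Summed over macrophage-like cells, ccl34a.4 was between 84.4-fold and 2282-fold higher in CPM than over neutrophil-like cells of the same library. The fold lay between 27.6 and 60.2 for il4r.2. In the 3 libraries other than RBI-derived normal it lay between 75.3 and 205 for fgl2a and between 28.3 and 54.0 for il4r.1. In RBI-derived normal neutrophil-like cells fgl2a had 3 UMIs and il4r.1 had 1, and the log2 ratio of neutrophil-like over macrophage-like cells was −10.01 (95% interval −12.30 to −8.44) and −8.78 (−14.14 to −6.19). None of these 4 genes entered the naming of the clusters.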

**Fig. 4:**
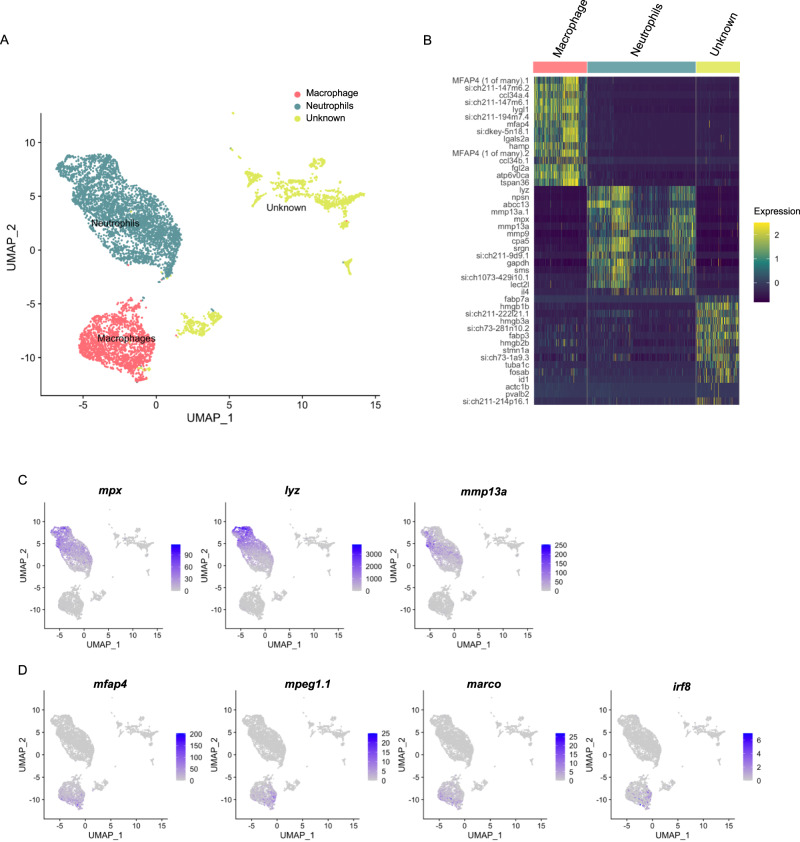
Single-cell transcriptomic reveal neutrophil and macrophage cell populations. **A** UMAP plot displaying the 3 main cell type clusters: neutrophils (3732 cells), macrophages (1830 cells), and an unknown cell type (1466 cells). **B** Heatmap of top 15 marker genes per cluster (complete list available in Supplementary Data 1, filtered on a minimum detection fraction threshold = 0.1, log fold-change threshold = 0.25 and *p*-value < 0.05 (not adjusted), negative binomial test, out of the 2000 most variable genes, only genes with positive fold change were selected). **C** Expression plots of selected markers for neutrophils: *mpx*, *liz*, *mmp13a* and *coro1a*. **D** Expression plots of selected markers for macrophages: *mfap4*, *mpeg1.1*, *marco*, *irf8*.

We determined the contribution of cells from each condition to the neutrophil and immature macrophage populations. We found both neutrophils and macrophages in all four conditions: RBI-derived and CHT-derived cells from larvae with and without caudal fin transection (Fig. 5A). 

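Neutrophil-like cells numbered 946 in RBI-derived normal, 1426 in RBI-derived cut, 625 in CHT-derived normal and 818 in CHT-derived cut. Macrophage-like cells numbered 47, 239, 535 and 986 in the same order. The methods give 7000 red and 16000 green cells loaded, so that these numbers follow the sort and the loading as well as the embryos.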

Interestingly, while neutrophils were present in similar quantities in the four experimental conditions, macrophages were mainly present in CHT-derived cells groups (Fig. 5B, C). This implies that RBI-derived cells contributed mainly to the neutrophil population, while the CHT-derived cells contributed in a similar percentage to the neutrophil and macrophage populations (Fig. 5D). 

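Of the neutrophil-like and macrophage-like cells together, 4.73% were macrophage-like in RBI-derived normal (95% interval 3.50% to 6.24%, 993 cells) and 14.4% in RBI-derived cut (12.7% to 16.1%, 1665 cells). In CHT-derived normal the share was 46.1% (43.2% to 49.0%, 1160 cells), and in CHT-derived cut 54.7% (52.3% to 57.0%, 1804 cells). Each share comes from 1 library of cells sorted on Dendra2 colour, and no test between libraries was made. No alternative moved a share out of its interval, and the widest range was that of RBI-derived cut, from 13.1% to 15.9%. From the difference between red and green cells, the paper reasons that RBI-derived cells gave rise mainly to neutrophils and CHT-derived cells to both populations alike.

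**Figure D1:**
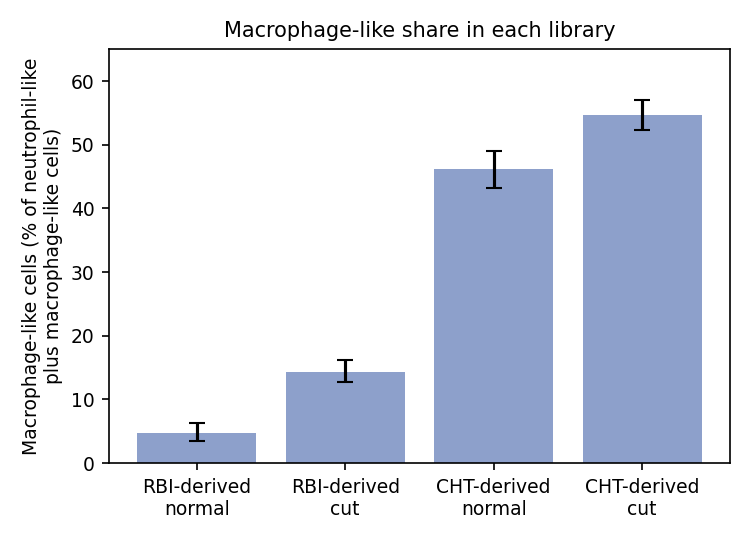
Macrophage-like cells as a percentage of neutrophil-like plus macrophage-like cells in each of the 4 libraries. Bars are the share in 1 library and error bars its exact 95% binomial interval, with 4.73% in RBI-derived normal and 54.7% in CHT-derived cut at the ends of the range.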

In summary, our data show that, at steady state, Dendra2^+^ cells originated in the RBI and those that migrate to the head between 34 and 44 hpf are almost exclusively neutrophils, while Dendra2^+^ CHT-derived cells consist of neutrophils and macrophages in similar proportions. 

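The number of RBI-derived macrophage-like cells was 5.09 times as high in the cut as in the normal library (95% interval 3.71 to 7.11), and that of RBI-derived neutrophil-like cells 1.51 times as high (1.39 to 1.64). For CHT-derived cells the ratio was 1.84 (1.66 to 2.05) for macrophage-like and 1.31 (1.18 to 1.45) for neutrophil-like cells. These are ratios between 2 libraries each, and how many sorted cells each library recovered bears on all of them. Setting the classes side by side within an origin removes that recovery only where both classes were recovered alike.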

Upon inflammation, the number of macrophages increased more markedly than the number of neutrophils, with RBI-derived macrophages increasing the most.

**Fig. 5:**
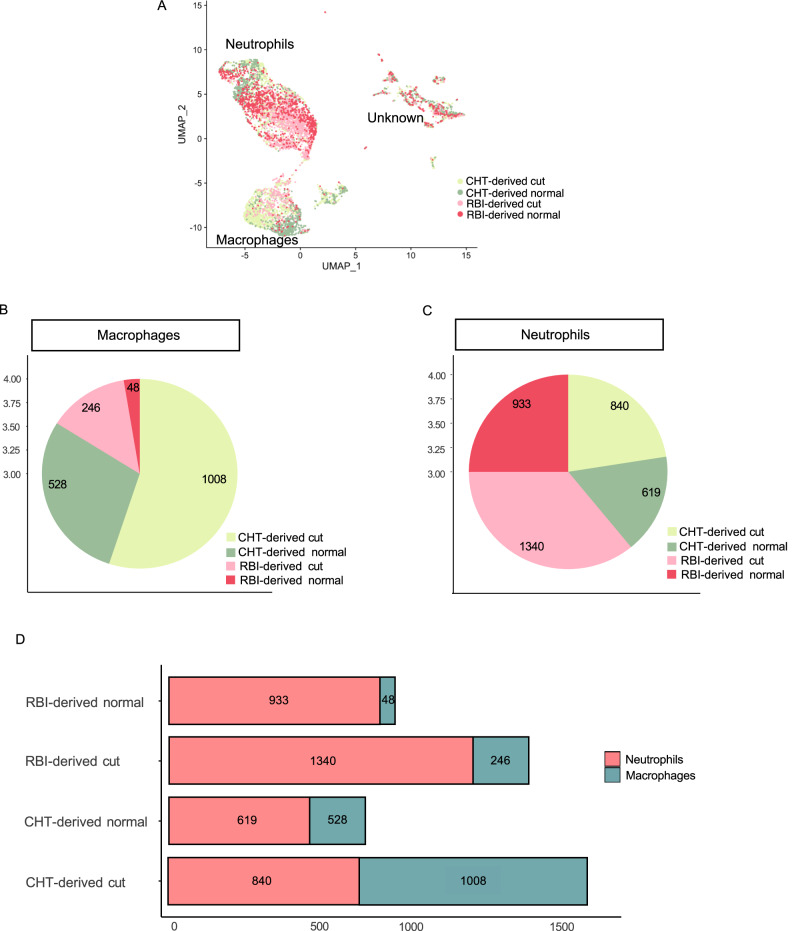
Neutrophil and macrophage populations both contain cells from all 4 conditions. **A** UMAP plot showing the distribution of cells from the four experimental conditions within the entire dataset. **B**, **C** Pie charts showing the number of cells of each condition present in macrophages (**B**) and neutrophils (**C**). **D** Stacked bar plot showing the number of neutrophils and macrophages present in each condition.

Since we only analyzed neutrophils by live imaging (Dendra2^high^ cells), we focused on the neutrophil expression signature in the four conditions described above. To this end, we performed differential gene expression analyses between all the four groups but using only the data from the cluster corresponding to neutrophils, followed by gene ontology (GO) enrichment analysis of the top 300 significantly differentially expressed genes (only for the conditions where more than 300 genes were found differentially expressed). First, because we revealed behavioral differences between populations enriched on RBI-derived and CHT-derived neutrophils at steady state, we analyzed if there were transcriptional differences between both populations in this condition. We found that RBI-derived neutrophils expressed 5 genes at significantly higher levels than CHT-derived neutrophils at steady-state, including *csf3b*. In contrast, CHT-derived neutrophils showed higher expression of 359 genes when compared to RBI-derived neutrophils (Fig. 6A, Supplementary Data 2 “RBI-derived versus CHT-derived neutrophils steady state”, Supplementary Fig. 6A).

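Over the 946 RBI-derived normal neutrophil-like cells, csf3b had 1375 UMIs or 300.0 CPM (95% interval 284 to 316), and over the 625 CHT-derived normal ones 437 UMIs or 75.6 CPM (68.6 to 83.0). Those UMIs lay in 216 and 85 cells, a spread between cells that the intervals leave out. The log2 ratio was 1.99 (1.83 to 2.15). Cluster 1 held most neutrophil-like cells in both libraries, 48.7% and 44.3%. With each cell thinned to 1000 UMIs, which left out no cell of these groups, 13.2% of RBI-derived (11.1% to 15.5%) and 5.60% of CHT-derived cells (3.93% to 7.70%) had a csf3b UMI, and unthinned 22.8% and 13.6%. In neural-like cells of the same libraries, which should lack the gene, no thinned cell had one (0 of 128 and 0 of 260), which by the floor of 3 counts allows shares of up to 2.34% and 1.15%. Their median depth was 2293.5 and 3371.5 UMIs, against 4957 and 9067 in the neutrophil-like cells. By the estimate from the erythroid genes, which was too high for lyz in both libraries, free RNA accounted for 8.79 of the RBI-derived and 3.15 of the CHT-derived CPM. Among the alternatives chosen before the data were examined, thinning moved the log2 ratio most, to 1.76. Of the other genes in the paper's list, il4 had 1773 against 557 CPM (log2 ratio 1.67, 1.61 to 1.73) and tppp 539 against 180 (1.58, 1.48 to 1.69). The names BX649485.2 and rn7sk had no match in the deposited annotation. Among all genes with at least 100 UMIs, the highest ratios were those of ccl38a.4 (3.84), ccl38a.5 (3.27) and pvrl2l (2.53). The lowest were those of ENSDARG00000088745 (−4.56), si:dkey-5n18.1 (−3.50) and actc1b (−2.52), whose CPM in CHT-derived cells, 72.1, 17.3 and 16.3, lay near the 82.5, 15.8 and 24.8 that the same estimate of free RNA gives. The list of 24 stress response genes written for dissociation was also higher in RBI-derived cells, with a median log2 ratio of 0.57.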

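Of the 359 genes in the paper's list, 343 had a match in the deposited annotation, and 341 had at least 50 UMIs over both sums. By CPM, 285 of the 341 were higher in CHT-derived normal neutrophil-like cells, 249 of them with an interval that excluded no difference. The median log2 ratio of RBI-derived over CHT-derived cells was −0.38, beside −0.09 over all 6423 genes. Without any scaling, as UMIs per cell, all 341 were higher in CHT-derived cells with a median of −1.31, and only 2.40% of all genes were higher in RBI-derived cells, against 41.8% by CPM. CHT-derived cells held more UMIs per cell in this library, and UMIs per cell do not separate that depth from expression. With TMM factors 272 and with thinned cells 285 of the 341 genes were higher in CHT-derived cells. Of the 5 genes with the largest fold in the paper's table, id3 had 318 CPM in RBI-derived and 662 in CHT-derived cells (log2 ratio −1.06, 95% interval −1.15 to −0.97). For si:ch1073-429i10.1 the log2 ratio was −1.05, for sult6b1 −0.69, for sult2st1 −0.67 and for lect2l −0.50.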

**Fig. 6:**
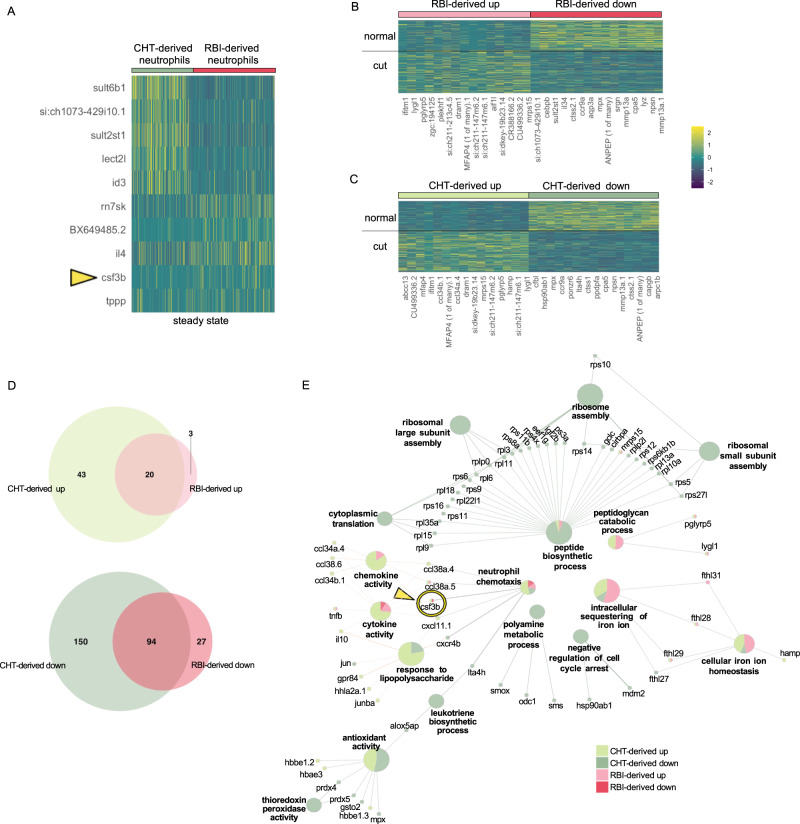
RBI- and CHT-derived neutrophils have different responses to resection. **A** Heatmap of the top 5 markers in primitive and definitive neutrophils at steady state (complete list available in Supplementary Data 2, filtered on a minimum detection fraction threshold = 0.1, log fold-change threshold = 0.25 and *p*-value < 0.05 (not adjusted), negative binomial test, out of the 2000 most variable genes, only genes with positive fold change were selected). **B**, **C** Heatmaps of the top 15 upregulated and downregulated genes upon tail resection among the RBI- derived (**B**) and CHT-derived (**C**) neutrophil populations (complete list available in Supplementary Data 3 and 4, filtered on a minimum detection fraction threshold = 0.1, log fold-change threshold = 0.25 and *p*-value < 0.05 (not adjusted), negative binomial test, out of the 2000 most variable genes, only genes with positive fold change were selected). **D** Venn diagram showing the number of overlapping upregulated and downregulated genes between RBI-derived and CHT-derived neutrophils. **E** Network of the pathways associated with upregulated and downregulated genes among RBI-derived and CHT-derived neutrophils upon tail resection. Each gene associated with a given pathway is displayed. Pie charts indicated the relative contribution of each type of neutrophil to that term/gene (see Methods). Note that *csf3b* appears both as associated with chemotaxis upon resection and as a specific marker of the RBI-derived neutrophils when compared with CHT-derived neutrophils. Heatmaps show genes with *p*-value < 0.05, based on a negative binomial distribution, out of the 2000 most variable genes.

Next, we analyzed genes differentially expressed between RBI-derived neutrophils at steady state and upon caudal fin transection. 

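Of the 23 genes the paper lists as upregulated in RBI-derived neutrophils, 20 had a match and at least 50 UMIs, and all 20 were higher by CPM in the cut than in the normal library. Their median log2 ratio was 1.33. By CPM the median of all 6160 genes was 0.15 and 64.4% of them were higher in the cut library, against 0.01 and 51.1% with TMM factors, so that changes are read relative to that shift. Of 113 listed downregulated genes, 98 were lower, with a median of −0.37. As UMIs per cell all 113 were lower, with a median of −0.96, and 14.9% of all genes were higher in the cut library. Among the 5 largest folds of the paper's table upward, ifitm1 rose from 124 to 450 CPM (log2 ratio 1.86, 95% interval 1.73 to 2.00) and pglyrp5 from 190 to 538 (1.50, 1.39 to 1.61). For CU499336.2 the log2 ratio was 1.40, for mrps15 1.23, and si:dkey-19b23.14 rose from 1189 to 2724 CPM. Downward, lyz went from 133577 to 83333 CPM (−0.68), and il4 (−0.71), mmp13a (−0.67) and si:ch1073-429i10.1 (−0.84) were lower too. The name mmp13a.1 had no match. The highest ratios among genes with at least 100 UMIs were those of ccl34b.1, with 101 against 2 UMIs (5.65, 3.76 to 8.72), hamp, with 137 against 3 UMIs (5.51, 3.93 to 7.80), and ENSDARG00000088745 (4.45). By the estimate from the erythroid genes, free RNA gives 9.69 of the 21.9 CPM of ccl34b.1 and 16.1 of the 29.8 CPM of hamp in the cut library. At the largest share that lyz allows in neural-like cells (4.98%) it gives 17.0 and 28.3 CPM. In the same cells the share by npsn was above that limit, at 8.19% (6.26% to 10.5%), which would give more of both genes. The lowest ratios were those of rgn (−2.03), crp7 (−1.94) and CABZ01058650.1 (−1.85). Cluster 1 held most neutrophil-like cells of the normal library and cluster 0 most of the cut library (41.2%).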

We found that 23 genes were significantly upregulated, and 121 genes downregulated upon caudal fin transection (Fig. 6B and Supplementary Data 3 “DE RBI-derived neutrophils upon caudal fin transection”). In the case of CHT-derived neutrophils, we found significant upregulation of 63 genes and downregulation of 244 genes upon caudal fin transection (Fig. 6C and Supplementary Data 4 “DE CHT-derived neutrophils upon caudal fin transection”). 

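In CHT-derived neutrophil-like cells, 57 of the 63 listed upregulated genes had a match and at least 50 UMIs, and all 57 were higher by CPM in the cut library, with a median log2 ratio of 1.85. Of 232 listed downregulated genes, 178 were lower, with a median of −0.27. As UMIs per cell all 232 were lower, with a median of −1.03, while 8.51% of all 6581 genes were higher, against 58.6% by CPM. The cut library had fewer UMIs per neutrophil-like cell than the normal library. The median log2 ratio of all genes was 0.09 by CPM, 0.12 with thinned cells, 0.003 with TMM factors and −0.66 as UMIs per cell. Of the 5 largest folds in the paper's table upward, ccl38a.5 rose from 10.5 to 236 CPM (log2 ratio 4.48, 95% interval 4.11 to 4.88). For ifitm1 the log2 ratio was 2.63, for si:ch211-147m6.1 2.61, for pglyrp5 2.56 and for lygl1 2.49. Free RNA gives 86.0 of the 111 CPM of si:ch211-147m6.1 and 135 of the 271 CPM of lygl1 in the cut library by the estimate from the erythroid genes, and 199 and 311 CPM, more than was found, at the largest share that lyz allows in neural-like cells (11.6%). Downward, il4 was down to 221 CPM (−1.33, −1.43 to −1.23), and ctss2.1 (−1.03), ccr9a (−0.96) and mmp13a (−0.76) were lower. ANPEP (1 of many) had no match. Among genes with at least 100 UMIs the highest ratios besides ccl38a.5 were those of ccl38a.4 (4.85) and si:busm1-57f23.1 (4.28), and the lowest those of galnt14 (−3.15), si:ch73-359m17.7 (−2.92) and crp6 (−2.54). Cluster 0 held most neutrophil-like cells of the cut library (49.0%) and cluster 1 most of the normal library.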

To compare the transcriptional changes between RBI-derived and CHT-derived neutrophils we first compared the number of overlapping upregulated and downregulated genes between RBI-derived and CHT-derived neutrophils. We observed that among the 23 genes upregulated in the RBI-derived neutrophils upon resection, a majority (20) were also upregulated in the CHT-derived neutrophils. Similarly, among the 121 genes downregulated in the RBI-derived neutrophils upon resection, a majority (94) were also downregulated in the CHT-derived neutrophils (Fig. 6D). This pronounced overlap may suggest that the basic response to injury adopted by RBI-derived neutrophils is also found in CHT-derived neutrophils, although featuring a more complex gene expression profile.

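The paper's 2 lists of upregulated genes share 20 names. Of these, 17 had at least 50 UMIs, and all 17 were higher after the cut in RBI-derived (median log2 ratio 1.40) and in CHT-derived cells (2.11). The 3 genes listed for RBI-derived cells alone were higher in CHT-derived cells as well, with a median of 0.81. Of 38 genes listed for CHT-derived cells alone, 37 were also higher in RBI-derived cells, with a median of 1.29. The paper also gives 13 of the RBI-derived genes with at least 50 UMIs as genes of its macrophage cluster. Their median level in RBI-derived cut cells was 21.4 times that of free RNA (4.03 to 98.5 times). In CHT-derived cut cells 34 genes of the list were such genes, at a median of 4.66 times (0.823 to 113 times), and 8 of them lay at no more than 1.5 times the free RNA level.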

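The 2 lists of downregulated genes share 94 names, of which 89 had at least 50 UMIs. By CPM 78 of the 89 were lower after the cut in RBI-derived cells (median log2 ratio −0.41) and 75 in CHT-derived cells (−0.37). Of 24 genes listed for RBI-derived cells alone, 12 were lower in CHT-derived cells. Of 143 listed for CHT-derived cells alone, 88 were lower in RBI-derived cells, with a median of −0.07.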

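Across 7996 genes with at least 50 UMIs over the 4 sums, Spearman's rho between the log2 ratios after the cut in RBI-derived and in CHT-derived neutrophil-like cells was 0.517 (95% counting interval 0.502 to 0.532). The 2 comparisons share no library, but they are not independent. By the paper's account red and green cells of a treatment were sorted from the same homogenized embryos. A difference between the cut and non-cut embryos other than the cut could thus by itself give a positive rho. In 69.4% of the genes both ratios had the same sign. The correlation runs across genes, which are not independent replicates, and it moved most with each cell thinned to 1000 UMIs, to 0.255. From the overlap of the lists, the paper proposes that CHT-derived neutrophils may also contain the basic response of RBI-derived neutrophils to injury, within a more complex profile.

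**Figure D2:**
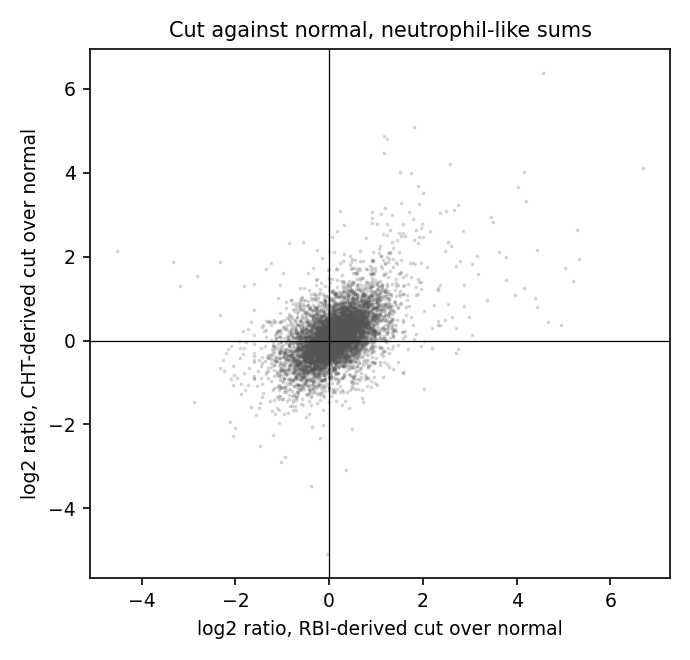
The log2 ratio of cut over normal CPM in CHT-derived neutrophil-like cells (vertical axis) against that in RBI-derived neutrophil-like cells (horizontal axis), with 1 point for each of 7996 genes. The points stretch from the lower left to the upper right, with a rho of 0.517.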

We performed network analysis of the pathways associated with upregulated and downregulated genes in RBI-derived and CHT-derived neutrophils after tail resection. Our analysis revealed that the downregulated genes of the CHT-derived neutrophils were mostly associated with translational and ribosomal processes such as “peptide biosynthetic process”, “ribosome assembly”, etc. 

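Ribosomal protein genes made up 27 of the 244 genes in the paper's list of genes downregulated in CHT-derived neutrophils. As UMIs per cell all 27 were lower in the cut library, whereas by CPM 14 were lower, with TMM factors 21 and with thinned cells 9. Over all 86 ribosomal protein genes the median log2 ratio in CHT-derived cells was 0.07 by CPM (95% counting interval 0.05 to 0.08), and it turned to −0.02 with TMM factors and to −0.69 as UMIs per cell. The CPM median was above 80.2% of 10000 random lists of like size and expression. In RBI-derived cells the median was 0.06 by CPM, above 33.3% of random lists, and −0.09 with TMM factors and −0.53 as UMIs per cell.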

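Among CHT-derived neutrophil-like cells, the 7 ferritin heavy chain genes had a median log2 ratio of 0.68 after the cut (95% counting interval 0.55 to 0.73), above 99.8% of random lists, and −0.08 as UMIs per cell. By CPM 5 of the 7 were higher, and fthl27 (−0.06, −0.09 to −0.04) and fth1b (−1.11) were lower, while fth1a rose from 1360 to 2176 CPM (0.68). Of 10 chemokine genes 8 were higher, and cxcl19 (−0.28) and ccl38.1 (−0.04) were lower, both with intervals that include 0. Their median was 3.49 (2.87 to 4.01), above all random lists. The fth1b, cxcl19 and ccl38.1 values were singled out after they were seen. Free RNA gives 60.9 of the 61.7 CPM of ccl34a.4 and 37.9 of the 39.9 CPM of ccl34b.1 in the cut library, and 2.91 of the 115 CPM of ccl38a.4. With free RNA subtracted, at a share that was too high for lyz in the normal library, the median was 4.14 for the chemokine and 0.37 for the ferritin genes, above 96.2% of random lists.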

Upregulated genes were mostly associated with iron sequestering and defense response including terms such as “cytokine activity”, “response to lipopolysaccharide” and “neutrophil chemotaxis” consistent with immune response following injury (Fig. 6E). 

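Among RBI-derived neutrophil-like cells, 6 of the 7 ferritin heavy chain genes were higher after the cut by CPM. The median log2 ratio was 0.68 (95% counting interval 0.53 to 0.79), above 99.7% of random lists, whose own median was 0.12. As UMIs per cell it was 0.09. For fthl27 the CPM rose from 4879 to 7808, and for fth1a from 1823 to 2528. Of 11 chemokine genes 9 were higher, with a median of 1.18 (1.01 to 1.37), above all random lists. For ccl38a.5 the log2 ratio was 1.17 and for ccl38a.4 1.24. With 52 UMIs in the cut library and none in the normal library, ccl20a.3 was higher by at least 4.11 on the log2 scale, against a floor of 3 counts. The gene pglyrp5, which encodes a peptidoglycan recognition protein, is among the 5 largest folds of the paper's list.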

Upregulated genes in RBI-derived neutrophils were mostly associated with “ferroxidase activity”, “intracellular sequestering of iron ion”, “peptidoglycan catabolic process”, “cellular iron ion homeostasis”, and “chemokine activity” (Fig. 6E). 

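After the cut, csf3b was lower in RBI-derived neutrophil-like cells, at 201 CPM with 923 UMIs (log2 ratio −0.58, 95% interval −0.70 to −0.46). In CHT-derived ones it was higher, at 154 CPM with 693 UMIs (1.03, 0.86 to 1.21). By UMIs per cell the order of the cut libraries was the other way, 0.647 in RBI-derived and 0.847 in CHT-derived cells, as it was by CPM within clusters 1 (55.0 and 85.8) and 2 (792 and 975). In macrophage-like cells csf3b went from 186 to 348 CPM in RBI-derived and from 191 to 581 CPM in CHT-derived libraries. With each cell thinned to 1000 UMIs, a csf3b UMI was found in 11.7% of RBI-derived cut and 9.78% of CHT-derived cut neutrophil-like cells (unthinned 18.9% and 21.6%). Thinning left out 166 RBI-derived cut cells and no CHT-derived cut cell. In neural-like cells the thinned share was 1.54% and 3.17% (unthinned 3.85% and 7.75%), with 13 RBI-derived cut cells left out, at median depths of 1376 and 1974.5 UMIs against 3277.5 and 4989.5. Cluster 2 had the highest csf3b CPM of the neutrophil-like clusters in every library, from 543 CPM in CHT-derived normal to 975 CPM in CHT-derived cut cells. With every cell weighted alike, the log2 ratio in RBI-derived cells moved to −0.18.

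**Figure D3:**
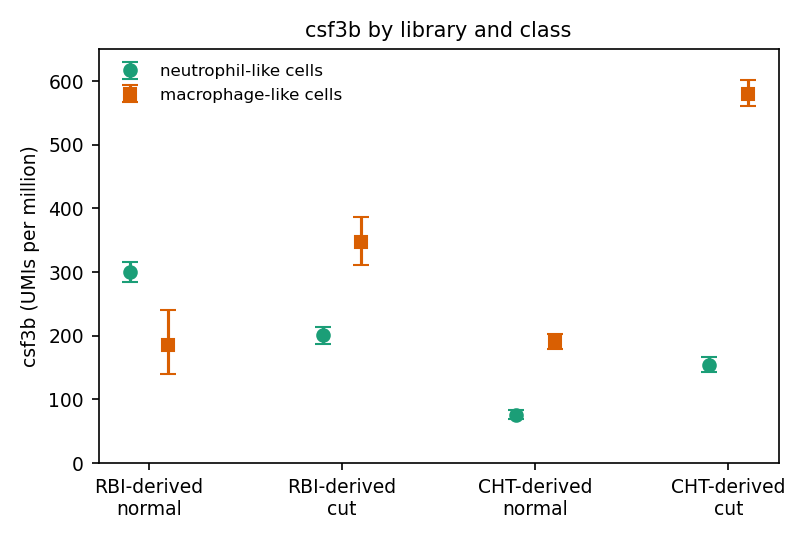
CPM of csf3b in neutrophil-like (circles) and macrophage-like cells (squares) of each of the 4 libraries. Error bars are exact 95% Poisson intervals, and the highest neutrophil-like value is the 300.0 CPM of RBI-derived normal.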

Of note, *csf3b* appeared both as associated with chemotaxis upon resection and as a specific marker of the RBI-derived neutrophils when compared with CHT-derived neutrophils at steady state. Altogether, our single-cell transcriptional analysis shows that although at steady state, RBI-derived and CHT-derived neutrophils have clear differences in their transcriptional programs, they seem to share a common transcriptomic cue during injury response while retaining some diversity. After inflammation was triggered, both neutrophil populations showed a core transcriptional program, as well as subset-specific responses.

### Csf3b regulates the migration of RBI-derived neutrophils

Both live imaging and transcriptional analysis indicated an increased migration capacity for RBI-derived neutrophils compared to CHT-derived neutrophils at steady state. Among the genes showing higher expression in RBI-derived neutrophils at steady state, *csf3b* has been functionally linked to their migration capacity. This gene encodes for the Granulocyte-colony stimulating factor b (Csf3b) which regulates neutrophil egress from the hematopoietic tissue and their migration to blood vessels in mammals, and to blood vessels and tissues in zebrafish^18,25,26^. Thus, we analyzed if *csf3b* plays a role in RBI-derived and CHT-derived neutrophil migration by quantifying their egress from the corresponding hematopoietic tissues at steady state upon *csf3b* knockdown. For this purpose, we repeated the strategy shown in Fig. 1A with the addition of injecting well-established morpholinos targeting *csf3b* into the one-cell stage^18^. Then, we photoconverted either the yolk or CHT neutrophils in morphant embryos at 34 hpf and determined the number of RBI-derived and CHT-derived neutrophils outside their corresponding hematopoietic region at 44 hpf (Fig. 7A). We found that the number of RBI-derived neutrophils that egress from the yolk in morphant embryos was significantly lower than in control ones (*p*-value = 0.0038). On the other hand, morpholino injection did not affect the number of CHT-derived neutrophils staying or exiting the CHT (Fig. 7B). To explore if *csf3b* also regulates RBI-derived and CHT-derived neutrophil migration upon caudal fin transection, we performed caudal fin transections 10 h after the second photoconversion and analyzed their recruitment during the first three hpd in control and *csf3b* morphants (Fig. 7C). The number of RBI-derived and CHT-derived neutrophils that migrate to the wound was significantly lower in morphant than in control embryos at the three time points analyzed (Fig. 7D). These data indicate that the migration of RBI-derived neutrophils is regulated in a similar way during homeostasis and inflammation, suggesting a similar activation state in both conditions. In contrast, *csf3b* is only necessary for CHT-derived neutrophils recruitment during inflammation.

**Fig. 7:**
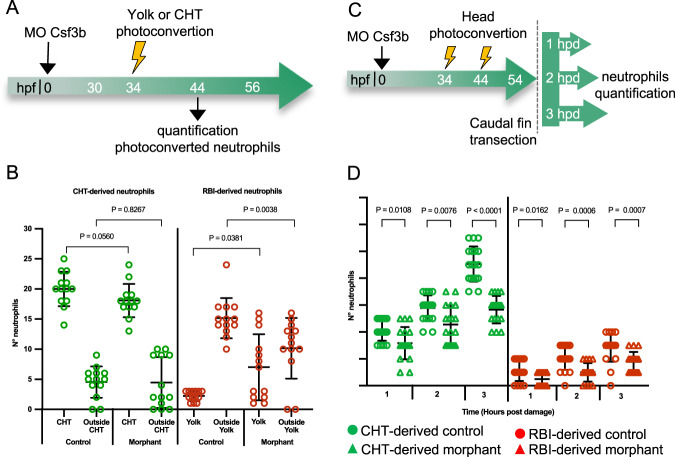
Csf3b regulates RBI-derived neutrophil egress from hematopoietic tissue at steady state. **A** Experimental strategy. At 34 hpf the yolk or CHT of control and morphant embryos was photoconverted and at 44 hpf the amount of RBI-derived and CHT-derived neutrophils was quantified. **B** Quantification of RBI-derived and CHT-derived neutrophils in and outside the corresponding hematopoietic region in control and morphant embryos. *n* = 13 embryos for yolk or CHT photoconvertion per experiment. **C** Experimental strategy. At 34 hpf and 44 hpf the head of control and morphant embryos was photoconverted, at 54 hpf caudal fin transection was performed and the number of RBI-derived and CHT-derived neutrophils present at the wound was quantified during the first three hours post damage. *n* = 18 larvae per condition per experiment. **D** Quantification of the number of RBI-derived and CHT-derived neutrophils present at the wound at 0, 1, 2 and 3 hpd in control and morphant embryos. Statistical analysis was done using a two-sided Kruskal-Wallis Test. Data are represented as mean ± SD Experiments were performed independently at least 3 times.

## Discussion

In the last decade, progress has been made in understanding how the differential developmental origin of hematopoietic cells determines their function. This has been exemplified for cell lineages such as macrophages, mast cells, and lymphocytes, however, whether developmentally distinct neutrophil populations show phenotypic and behavioral differences remains unknown. In the present work, we revealed that populations enriched in RBI-derived neutrophils and CHT-derived neutrophils display different migratory behaviors and distinct transcriptional profiles at steady state and during inflammation. However, for a proper interpretation of the presented data, it is important to clarify the nomenclature used in this work. Currently, there is no consensus on how to name the different hematopoietic progenitors during mammalian ontogeny nor in other vertebrate animal models. Nevertheless, in the case of “primitive” hematopoietic cells it seems to be simpler than for “definitive” ones. The first corresponds to a transitory hematopoietic cell population that arises from unipotent precursors immediately after gastrulation. In mammals, temporally associated unipotent precursors give rise to primitive erythrocytes, megakaryocytes, and macrophages^1,27^. In zebrafish, erythrocytes arise from unipotent progenitors, but neutrophils and macrophages arise from a common myeloid bipotent progenitor^10,28^. Thus, the neutrophil population named “RBI-derived neutrophils” in our work correspond to cells that originate from the transient HSC-independent bipotent precursors. On the other hand, definitive hematopoietic cells were traditionally considered those cells that persist in the individual until adulthood derived from HSCs^29,30^. At the present, transient HSC-independent erythromyeloid progenitors (EMP) derived from the yolk sac are also included in this category because they originate from a hemogenic endothelium^31^. In zebrafish, EMP and HSC fulfil this condition^11,12,32–34^ and both populations are present in the CHT during the period of time in which the analyses were performed, therefore, our “CHT-derived neutrophils” most likely correspond to a combination of EMP and HSC.

At steady state, our in vivo cell tracing analysis showed that more than 80% of the RBI-derived neutrophils left their hematopoietic tissue or origin, and more than 50% of those cells colonized the head. CHT-derived neutrophils had a very different behavior with only 10% of them leaving the hematopoietic tissue. This considerably higher migration ability of RBI-derived neutrophils suggests a more differentiated or activated status compared to CHT-derived ones. It is interesting to note that our transcriptomic analysis revealed that from the RBI-derived cells, almost all of them were neutrophils. Indeed, almost all the Dendra2^+^ cells expressed markers of differentiated neutrophils and just few were in early steps of differentiation expressing myeloid markers shared by neutrophils and macrophage and thus being clustered as a different population. In line with this, it has been previously reported that the population of Dendra2^+^ cells include macrophages^13^. In the case of CHT-derived cells, they give rise to neutrophils and macrophages in similar proportions, suggesting that only half of the Dendra2^+^ cells were differentiated neutrophils. This asymmetry in the number of differentiated neutrophils could be related to the dissimilar behavior observed between RBI-derived and CHT-derived cells, accounting for the higher migration capacity of RBI-derived neutrophils. The selective upregulation of *csf3b* in RBI-derived neutrophils, as well as our finding that Csf3b regulates only RBI-derived neutrophil migration and not CHT-derived neutrophils at steady state, suggest a more differentiated state for the RBI-derived cells. In mammals, CSF3 acts on neutrophils, stimulating their expansion, maturation, and release into circulation^26,35,36^. Of note, the activation of transcriptional targets in the CSF3-CSF3R signaling pathway not only depends on the binding of CSF3 to CSF3R but also on several post-translational modifications occurring in different domains of CSF3R. Two key mechanisms that negatively regulate the level, duration, and specificity of CSF3R-induced signal transduction are its internalization and lysosomal routing^37,38^. Additionally, the recruitment of suppressor of cytokine signaling 3 (SOCS3), SH2-containing inositol phosphatase (SHIP), and the tyrosine phosphatase SHP1 to CSF3R inhibits its signaling^39^. Therefore, it is possible that under steady-state conditions, CHT-neutrophils do not respond to Csf3b due to the inability of Csf3r to transmit the activation signal. In fact, it has been suggested that upon Csf3b binding to Csf3r, the Jak2 and Pi3k signaling pathways are activated, resembling the CSF3-CSF3R signaling cascade described in mammals^40–42^.

Upon fin transection, the in vivo cell tracing analysis revealed that both RBI-derived and CHT-derived neutrophils were recruited to the damaged region independently of their location and with different dynamics. CHT-derived neutrophil recruitment was controlled by hydrogen peroxide and Csf3b, in contrast to RBI-derived neutrophil migration, which was mainly dependent on Csf3b. Thus, our results indicate that Csf3b-mediated regulation of CHT-derived neutrophil migration is conserved between zebrafish and mice not only at steady state but also after injury^26,43^. On the other hand, CHT-derived neutrophils migrated to the wound throughout the extracellular matrix and the vasculature, RBI-derived neutrophils did it only across the extracellular matrix. This situation could be a consequence of differences in the anatomy of the tissues in which they are located. In the CHT, neutrophils are mainly found in the mesenchyme around the caudal vein plexus, i.e., in close proximity to the vasculature. In contrast, RBI-derived neutrophils are preferably located in the subepidermal mesenchyme of the head, more distant from blood vessels. Our transcriptomic analysis showed an overlap of GO terms associated with the upregulated genes in the two neutrophil populations with a core transcriptomic response with some level of diversity, which might be linked to the different behavior seen in our cell tracing analysis. In general, RBI-derived neutrophils behaved as a homogeneous population while the CHT-derived neutrophils were much more heterogeneous which could be related to the more complex and rich gene response of the latter population. Indeed, transcriptomic diversity may underlie this cell phenotypic heterogeneity. In a similar scenario in mammals during acute inflammation, heterogeneity has also been observed in neutrophils in circulation: mature CD16^bright^ CD62L^bright^ neutrophils with a segmented nucleus, hypersegmented CD62L^low^ neutrophils and CD16^low^ neutrophils^44^. Interestingly, these morphologically distinct populations also exerted different functions. CD16^low^ neutrophils exhibit a high capacity for phagolysosomal acidification and bacterial containment, and CD62L^low^ neutrophils display poor bacterial killing capacity, but induced suppression of T cell proliferation^44,45^. Of note, these observations were obtained using only HSC derived neutrophils. An important point to consider in the case of the CHT-derived neutrophils is that at the time we performed our experiments this population was composed of neutrophils originated from EMP and HSC. In contrast, RBI-derived neutrophils arose from a single embryonic precursor. Therefore, it is possible that EMP-derived neutrophils and HSC-derived neutrophils could have different features.

Finally, our transcriptomic analyses revealed several genes highly expressed in neutrophils, placenta-specific 8 protein related 6 (*ponzr6*), nephrosin (*npsn*), *il4* and *il34*, which have not been previously identified as markers of granulocytes. The mammalian ortholog of *ponzr6*, *PLAC8*, is involved in various cellular processes, such as the regulation of immunity, cell differentiation, apoptosis, and tumor progression^46,47^. Interestingly, in colon cancer, PLAC8-overexpressing cells exhibited elevated cell motility and cancer invasion^48^. In zebrafish Npsn is a component of neutrophil granzymes that promotes host defense against bacterial infection^49^. Also, zebrafish Il34 regulates granulocyte differentiation^50^.

Although the existence of heterogeneity among neutrophils is now recognized, whether the phenotypic variation can be explained by a different maturation level and activation status within a single cell type or if they are true different cell types is still under debate. More importantly, the biological relevance of this diversity remains to be elucidated. Thus, understanding the differences and similarities of RBI-derived and CHT-derived neutrophils will help to reveal to what extent their identities are dictated by the environment or rely on their intrinsic qualities, information that is central to exploit their use for biomedical research.

## Methods

### Fish and transgenic line

Zebrafish were maintained and bred in our facility according to standard protocols^51^. The Tg(*mpx*:Dendra2)^13^ was used to perform the experiments in this study. All embryos were collected by natural spawning and maintained at 28 °C in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl2, 0.33 mM MgSO_4_, with methylene blue, equilibrated to pH 7.0) in petri dishes. Embryonic and larval ages are expressed in hours post fertilization (hpf) or days post fertilization (dpf). All experiments were executed with approval from the Ethics Committee of the Universidad Andres Bello.

### Photo-labelling of neutrophils

The rostral blood island, the head or the caudal hematopoietic tissue of embryos were photoconverted at different timepoints (Supplementary Fig. 1) using the protocol described previously in ref. ^13^ with minor modifications. Briefly, embryos were anesthetized with 0.017% tricaine and located in drops of E3 medium on a slide, then the whole head region was photoconverted with a 405 nm laser for 30 s at 50% power with an epifluorescence microscope (Olympus BX61).

### Caudal fin transection

At 54 hpf, caudal fin transection was performed to previously photoconverted embryos using the severe damage model as previously described in ref. ^17^. The number of neutrophils recruited at the damaged area were quantified at 1, 2 and 3 h post damage (hpd) and the migration tracked for 3 h, until 57hpf.

### Otic vesicle damage

At 48 hpf, the previously photoconverted larvae were anesthetized with tricaine and embedded in 4% methylcellulose. Three punctures were performed with a microinjection needle on the left otic vesicle and the number of neutrophils recruited to the damaged area was quantified at 0.5-, 1-, 1.5- and 2 h post damage (hpd). Also, migration of RBI-derived and CHT-derived neutrophils was tracked during the 2 h analyzed.

### DPI assay

Experiments with DPI (diphenyliodonium) (43088, Sigma-Aldrich) were performed as previously described in ref. ^16^. Briefly, embryos were pre-incubated for 1 h with DPI 100 μM in 1% DMSO in E3 before caudal fin transection was made.

### Cell migration tracing analysis

Cell tracing was performed with the TrackMate 3.8.0 plugin from Fiji software using an Operator by Differences of Gaussian (DoG) measurement to obtain coordinates of paths. Quantitative neutrophils behavior measurements (maximal velocity, directionally, Euclidian, accumulative distance, and spatiality) were extracted using the Chemotaxis and Migration Tool 4.3.2 software.

### Imaging and Time-lapse

Embryos and larvae were mounted in 1% low melting agarose or 4% methylcellulose. Images were obtained with a Leica M205FA stereomicroscope coupled to a Leica DFC7000T camera. For Time-lapse analysis, images were acquired every 30 s for 2 or 3 h. Images were processed with Gimp 2.10 and Fiji.

Fluorescence Activated Cell Sorting (FACS) (Supplementary Fig. 7) and Single-cell library construction and sequencing 350 embryos per condition were dissociated as described previously in ref. ^52^. The single cell suspensions were sorted on a FACS AriaIII (Becton Dickinson, Franklin Lakes, NJ) using FACS DIVA software. Sorted cells were first gated using the Forward Scatter Area versus Side Scatter Area dot plot. Two additional dot plots were used to remove cell clumps by using a singlet gate on Forward Scatter Area versus Forward Scatter Width followed by a second singlet gate on Side Scatter Area versus Side Scatter Width. Cells falling within these three gated regions were then separated between green^+^ (488 nm wavelength) and red^+^ photoconverted (543 nm wavelength). A total of 7000 red^+^ and 16,000 green^+^ viable cells were collected in a small volume of DMEM-10%FBS (25–30 ul) in a PCR-tube and the final volume was adjusted according to the 10X Chromium protocol.

Single-cell RNA-seq libraries were prepared using the Chromium Single Cell 3’ Library & Gel Bead Kit v2 (PN 120737, 10x Genomics). 7000 red^+^ and 16,000 green^+^ cells were loaded into the Chromium Controller instrument (10x Genomics) to generate Gel beads in EMulsion (GEMs). GEM-RT was performed in a C1000 Touch Thermal cycler with the settings: 53 °C for 55 min, 85 °C for 5 min, held at 4 °C. After reverse transcription, GEMs were broken, and the single-strand cDNA was cleaned up using DynaBeads MyOne Silane Beads (37002D, Thermo Fisher Scientific) and the SPRIselect Reagent Kit (B23318, Beckman Coulter). cDNA was amplified using the C1000 Touch Thermal cycler with the setting: 98 °C for 3 min, cycled 12 ×: 98 °C for 15 s, 67 °C for 20 s, and 72 °C for 1 min, 72 °C for 1 min, held at 4 °C. Amplified cDNA product was cleaned up with the SPRIselect Reagent Kit (B23318, Beckman Coulter) and quantified obtaining between 39 and 83.5 ng per library. Libraries were constructed using the reagents in the GemCode Single-Cell 3’ Library Kit (PN 120737, 10x Genomics) at National Institutes of Health Intramural Sequencing Center (NISC), following these steps: 1) end repair and A-tailing, 2) adapter ligation, 3) postligation cleanup with SPRIselect, 4) sample index PCR and cleanup. The barcode sequencing libraries were quantified by quantitative PCR. Libraries were then sequenced over two lanes of Illumina HiSeq 4000 with 150 bp paired-end reads.

### Single-cell RNA-seq analysis

scRNAseq datasets were preprocessed using Seurat in R (https://satijalab.org/seurat/)^53^. Cells with more than 10% of mitochondrial gene fraction, less than 300 detected genes, more than 7500 genes or less than 500 UMIs were discarded. Dimension reduction and UMAP generation were performed following Seurat workflow. Doublets were inferred using DoubletFinder v3^54^ and a nFeatures/nUMIs plot and removed before further processing. Cells expressed a median of 4655 nUMIs, and a median of 1211 genes. Cell cycle was regressed using a “CC.Difference” scoring (S.Score-G2M.Score) following Seurat dedicated vignette. Annotation of clusters and subsetting were also performed in Seurat based on the expression patterns of markers in Fig. 4C. Differentially expressed genes were determined using the “FindAllMarkers” function in Seurat with the “test.use” parameter as “negbinom”. All other parameters were kept as default. In order to be consistent with the genes displayed using the “DoHeatmap” function of Seurat, we filtered the identified markers to only keep those present in the “scale.data” slot of the Seurat object. We provide those lists of markers in additional tables (Supplementary Data). Gene set enrichment analyses were performed with those markers using Cluego^55^, a Cytoscape plugin. The databases used were ‘GOMolecular Pathway’, ‘GO BiologicalProcess’ and ‘GO ImmuneSystemProcess’ with GO Tree interval set a Min = 6 and Max = 12, using GO term fusion, and only displaying pathways with pV < = 0.05. An enrichment/depletion two-sided hypergeometric test was performed, and *p*-values were corrected using the Bonferroni step down method.

The gene expression analyses for *dendra2*, *mpx* and *csf3b* were performed by comparing the number of normalized counts between the different conditions using one-way ANOVA and Benjamini-Hochberg post-test (*q*-value < 0.05).

### Csf3 knockdown assay

Csf3 morpholino (Gene tools) was used as previously described in ref. ^18^. Briefly, 5 ng were injected to each embryo at 1-cell stage and at 48hpf, a decrease in the mRNA expression levels was tested by RT-PCR using the following primers flanking exon 3 and intron 3: Forward 5‘-GTGAGTTCCAGATCCCGACG -´3, Reverse 5´- GTGATGAAGCTCCAGACCG-´3.

### Statistical analysis

All experiments with the exception of the single-cell transcriptomic analyses were performed in triplicate with at least 15 individuals per condition if not specified otherwise in the figure legend. Statistical analysis was performed using Prism 6.0 (GraphPad Software). After a Shapiro Wilk normality test, the data was treated as not parametric and Fisher´s, Kruskall Wallis and Mann Whitney U tests were performed. Outliers were removed using the ROUT method with Q = 1%. Statistical significance was determined with a *p*-value of 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNAseq data generated in this study have been deposited in the GEO database with primary accession number GSE239880. All other data are available in the article and its Supplementary files or from the corresponding author upon request. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

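Single-cell RNA-seq libraries were made from Dendra2-positive cells sorted by colour from zebrafish embryos photoconverted at 34 and 44 hpf. Red cells are RBI-derived and green cells CHT-derived, each from embryos with a transected fin (cut) and without (normal). Each of the 4 conditions was read as 1 library, registered under 4 entries labelled as replicates that share 1 matrix. No condition thus has a replicate that can be told apart. No test between conditions was made.

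The authors deposited UMI counts per gene and barcode, without normalization and without a filter on cells or genes. The counts were made with Cell Ranger, release 7.1.0 by the matrix headers. The genome build and the annotation release are not given in the sources used here. Gene symbols were taken from the deposited annotation, in which 517 symbols belong to several identifiers, whose counts were added up. All columns of values were used. The images and the knockdown experiment were not analysed here.

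Total counts per library lay between 7409098 and 17303744 UMIs, of which 62.2% (RBI-derived normal) to 82.6% (CHT-derived normal) were in the cells kept. Barcodes were called as cells with the default rule of Cell Ranger 2, then with the limits stated in the methods. The thresholds of that rule were 1059 UMIs in RBI-derived normal, 778 in RBI-derived cut, 2002 in CHT-derived normal and 1298 in CHT-derived cut. Doublet scores came from simulated doublets as in scrublet, and a fixed share of each library was removed. DoubletFinder, which the paper names, was not used here. The S minus G2M score was regressed out. Cells were clustered with the Leiden method on a shared neighbour graph (20 neighbours, resolution 0.8).

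Clusters took the name of the class with the largest share of its markers raised, when at least 3 markers, and at least 40% of its list, were raised more than 2-fold over the median cluster and found in at least 25% of the cells. A cluster stayed without a name where another class had more markers among the 10 genes with the largest fold, or where its UMIs per cell were far below its library's median and none of those 10 genes was a marker of the class. The markers were chosen before the data were examined but with the values in the paper's tables seen. The share of the list that had to be raised was set after the clusters had been seen. Genes named are those in the paper's text, the 5 with the largest fold in each of the paper's lists and the 3 with the highest and lowest CPM ratios among genes with at least 100 UMIs. Lists and the rank correlation took genes with at least 50 UMIs, with 0.5 UMIs added to each sum. Percentiles of list medians are among 10000 random lists of the same size drawn from 20 bins of expression. Counting intervals of medians and of rho come from 500 Poisson draws.

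From the counts, CPM and log2 ratios were computed with exact intervals at the 95% level. These cover counting error and not the spread between cells or the difference between embryos or libraries. Cells were not taken as replicates, and no p-value was computed. A gene with no UMI in a group was given a bound from a floor of 3 counts. The alternatives were no Cell Ranger rule, at least 1000 UMIs per cell, at most 5% mitochondrial UMIs, no doublet removal, no listed genes among the variable genes, 10 components, no cell cycle regression, TMM factors, counts per 10000 in each cell, cells thinned to 1000 UMIs, subtraction of free RNA, droplets with 10 to 50 UMIs and genes with at least 10 UMIs. After the data were examined 2 alternatives were added, UMIs per cell without any scaling and the low-UMI cluster 13 left out. The closing section gives their effect.

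The lists were 86 ribosomal protein genes, 7 ferritin heavy chain genes, up to 11 chemokine genes, 24 stress genes and the cell cycle genes used for the scores. The steps were tested on simulated data. In simulated counts for the steady-state comparison (6423 genes), 100% of 200 changed genes had the right direction and 94.5% of the intervals held the true value. For the comparison after the cut, 93.5% did in RBI-derived (6160 genes) and 96% in CHT-derived cells (6581 genes). A simulated free RNA share of 5% was estimated between 4.71% and 5.19% over the 4 libraries. The simulations share the assumptions of the steps, with Poisson counts and with droplet RNA as the only source of erythroid UMIs. They thus cannot show whether other genes, such as lyz, give another share.

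Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 (TMM factors only) were used.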

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

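Both tests of csf3b after the cut and the test of the neural-like cells were chosen only after the results were seen, as were the limits by which each test was read.

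The response of csf3b to the cut went in opposite directions in the 2 origins. In neutrophil-like cells the log2 ratio was −0.58 in RBI-derived and 1.03 in CHT-derived libraries, each from 1 library per condition, and the difference itself was not tested. Free RNA does not account for the rise in CHT-derived cells, because with it subtracted the log2 ratio was 0.89 there and −0.68 in RBI-derived cells. The share taken from the erythroid genes was too high for lyz in both normal libraries. With the largest share that lyz allows in neural-like cells (11.6%) taken from the CHT-derived cut library and none from the normal one, the ratio was 0.67. The normalization changes the size of both ratios and neither direction. UMIs per cell gave −1.17 and 0.28, and TMM factors −0.73 in RBI-derived cells. Counts per 10000 gave −0.18 and 1.29, and thinned cells −0.29 and 1.36, so that the fall in RBI-derived cells was smaller there. In the CHT-derived cut library macrophage-like cells had more csf3b (581 against 154 CPM), but the 13 macrophage markers summed to 77.3 CPM in its neutrophil-like cells against 3459 CPM in its macrophage-like ones. A stress response during dissociation and sorting cannot be told apart from a response to the cut. The list of stress genes lay at percentile 2.96 in RBI-derived cells (median log2 ratio 0.01, with 12 genes higher and 10 lower) and at 88.3 in CHT-derived cells (median 0.21), both within the 95% range of random lists. In RBI-derived cells random lists had a median of 0.17, so that relative to the shift of all genes the list lay low, on the side of csf3b, while its own median near 0 over genes that go both ways decides nothing. By the paper's account cut and non-cut embryos were homogenized apart, and red and green cells were then sorted separately from each. Both origins of a treatment thus shared the dissociation and not the sort. A stress response stays open because treatments were dissociated apart and colours sorted apart, with 1 library per condition. The clusters that hold most cells also differ, cluster 1 in normal and cluster 0 in cut libraries, and within cluster 0 csf3b went from 383 to 100 CPM in RBI-derived and from 111 to 86.7 CPM in CHT-derived cells. Within cluster 1 it went from 126 to 55.0 and from 33.6 to 85.8 CPM, and within cluster 2 from 941 to 792 and from 543 to 975 CPM. In the cycling clusters it went from 77.6 to 45.8 and from 54.7 to 43.6 CPM within cluster 5, and from 145 to 31.7 and from 9.16 to 83.2 CPM within cluster 10. The rise in CHT-derived cells is thus absent in clusters 0 and 5, which held 49.0% and 19.3% of the CHT-derived cut neutrophil-like cells. A difference in response between the origins, and the time of the response, stay open as untested.

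The paper shows the cells outside its neutrophil and macrophage clusters as an unknown cell type, and its Discussion describes a few cells in early differentiation. Neural markers, which are not among the genes its text discusses, marked 750 cells here as neural-like, 11.0% of the cells in RBI-derived normal, 4.35% in RBI-derived cut, 15.4% in CHT-derived normal and 11.1% in CHT-derived cut. Doublets of a neutrophil and a neural cell would carry lyz within a few fold of its level in neutrophil-like cells, and its level was at most 3.01% of that in any library. In CHT-derived cut neural-like cells lyz had 3879 CPM, above the 2071 CPM that free RNA gives, and in RBI-derived cut cells 2237 against 1074 CPM. In the normal libraries it lay below that level, at 1754 against 5789 CPM in RBI-derived and 1700 against 2535 CPM in CHT-derived cells, so that the free RNA share from the erythroid genes is too high there. Dendra2 reached 258 CPM in RBI-derived normal and 220 CPM in CHT-derived normal neural-like cells, below the 1045 and 269 CPM that free RNA gives. In RBI-derived cut and CHT-derived cut cells it reached 634 and 376 CPM, above 121 and 107 CPM. How these cells passed the sort stays open, and no biological explanation was tested.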

How the results depend on the processing

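UMIs per cell without any scaling, and the low-UMI cluster left out, were chosen only after the data were examined, and the other alternatives before.

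Of 1229 values under an alternative, 987 stayed with their main value (within its interval, within 1.5 times a count, or on the same side of the range of random lists), 237 moved and 5 were reversed. All 28 shares of macrophage-like cells stayed within their intervals, and all 80 counts of listed genes in the paper's direction within 1.5 times. Under the alternatives set before the data were examined, 272 to 296 genes of the list of 359, 79 to 111 of the RBI-derived and 156 to 200 of the CHT-derived downregulated genes went in the paper's direction. Single genes, single libraries and 2 percentiles of lists made up 189 of the values that moved, none with a change of direction. Where no construction is named, the cause was not tested.

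By construction, other rules on barcodes changed the number of cells kept, to 8798 without the Cell Ranger rule, 7026 with at least 1000 UMIs and 6638 with at most 5% mitochondrial UMIs.

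The log2 ratio of Dendra2 between neutrophil-like and macrophage-like cells moved without removal of doublets to 3.42 in RBI-derived cut, 3.63 in CHT-derived normal and 3.59 in CHT-derived cut. It was 3.77 in CHT-derived normal with at least 1000 UMIs per cell. In CHT-derived cut it was 3.93 without the Cell Ranger rule and 3.79 with at most 5% mitochondrial UMIs.

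For csf3b, counts per 10000 averaged over cells gave log2 ratios of 1.80 at steady state, −0.18 in RBI-derived and 1.29 in CHT-derived cells after the cut. Thinned cells gave 1.76, −0.29 and 1.36, and UMIs per cell 1.06, −1.17 and 0.28. TMM factors gave −0.73 in RBI-derived cells. With the low-UMI cluster 13 left out, 16 of 18 values stayed, csf3b in RBI-derived cells among them, and the log2 ratios of lyz and ENSDARG00000088745 in RBI-derived cells moved without a change of direction.

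The median of the ribosomal protein genes was reversed by TMM factors, to −0.088 in RBI-derived and −0.023 in CHT-derived cells, and as UMIs per cell, to −0.53 and −0.69. Counts per 10000 gave 0.19 and 0.11, and thinned cells 0.22 and 0.12. In RBI-derived cells it was 0.084 with free RNA subtracted and 0.020 with at most 5% mitochondrial UMIs, and in CHT-derived cells 0.051 for genes with at least 10 UMIs. The percentile among random lists ran from 4.00 to 93.5 in RBI-derived and from 55.0 to 84.1 in CHT-derived cells, and no direction is given for these genes.

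The ferritin median was reversed as UMIs per cell in CHT-derived cells, to −0.075, and was 0.093 in RBI-derived cells. Counts per 10000 gave 1.04 in RBI-derived and 0.88 in CHT-derived cells. In RBI-derived cells it was 0.85 without the Cell Ranger rule, 0.47 with at least 1000 UMIs and 0.51 with the listed genes left out of the variable genes. In CHT-derived cells it was 0.79 with thinned cells and 0.37 with free RNA subtracted. The percentile of the ferritin list among random lists ran from 97.35 to 99.99 in RBI-derived and from 96.2 to 99.95 in CHT-derived cells. With at least 1000 UMIs per cell in RBI-derived cells, and with free RNA subtracted in CHT-derived cells, it fell within the 95% range of random lists.

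The chemokine median as UMIs per cell was 0.59 in RBI-derived and 2.74 in CHT-derived cells. In CHT-derived cells it was 4.14 with free RNA subtracted, 2.78 without the Cell Ranger rule, 2.52 with at least 1000 UMIs per cell and 2.02 for genes with at least 10 UMIs.

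Spearman's rho was 0.492 with counts per 10000, 0.255 with thinned cells, 0.495 with free RNA subtracted, 0.500 with at most 5% mitochondrial UMIs and 0.354 for genes with at least 10 UMIs. The estimated share of free RNA in RBI-derived cut neutrophil-like cells was 3.80% without the Cell Ranger rule, 1.74% with at least 1000 UMIs and 1.73% with the listed genes left out of the variable genes.

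The depth limits the genes with few UMIs, and the 47 macrophage-like cells of RBI-derived normal limit every value from them. With 1 library per condition, no value says how far embryos or libraries differ. No paired analysis was possible because the replicate numbers belong to entries pooled in 1 matrix per condition and no result comes from a test. An additive model of origin and cut over the 4 libraries, which would leave 1 residual degree of freedom, was not fitted.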

Differences from the paper's values

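No test is reported here, and the alternatives are those set before the data were examined, except UMIs per cell without any scaling.

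The paper's table gives csf3b a log2 fold change of 0.28 in CHT-derived neutrophils after the cut. On the scale of UMIs per cell with 1 added, which lay within 0.1 of the paper's values for 82.7% of 739 genes over all lists but for 32.8% of the 58 in this list, the value was 0.12, and by CPM it was 1.03. The difference holds under all 7 alternatives on cells and clusters, with values from 0.097 to 0.15. The log2 ratio of UMIs per cell with nothing added, an alternative chosen after the values were seen, was 0.28 and reaches the paper's value. On that scale the values were 1.06 at steady state and −1.17 in RBI-derived cells after the cut, where the paper's are 0.53 and −0.57, and with 1 added 0.53 and −0.57 were found here too.

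The same table gives csf3b UMIs in 38% of CHT-derived cut neutrophils (the paper's value), where 21.6% of neutrophil-like cells had one. It differed under all 7 of these alternatives, between 20.6% and 22.2%. Here the class is neutrophil-like cells by rebuilt clusters.

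Over the genes of the paper's list of upregulated genes in CHT-derived neutrophils, the paper's median percentage of cells with a UMI in the cut condition is 46.7%, and 29.8% was found here. It differed under all 7 alternatives, between 28.9% and 30.3%.

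From a network of pathway terms, the paper associates the genes downregulated in CHT-derived neutrophils mostly with translation and ribosomal processes. Pathway terms were not analysed here. Ribosomal protein genes made up 27 of the 244 genes in the paper's list. Of the 27 ribosomal protein genes in that list, 14 were lower by CPM, 21 with TMM factors, 13 with counts per 10000, 9 with thinned cells and, by the alternative chosen after the values were seen, 27 as UMIs per cell. Over the whole list 178 of 232 genes were lower by CPM.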

Other observations

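The tests of the hemoglobin genes, of the depth behind the genes listed at steady state, of csf3b with the stress genes, of cycling cells and of macrophage genes as a whole over the 2 cut libraries were planned. The other tests below, and the limits by which all of them were read, were chosen only after the results were seen. Those limits were set with the intended verdicts in mind. Under 10 other limits 1 of 16 verdicts changed, that on cycling cells, which is no independent check of them. For the genes chosen in split cells the verdict counted was against depth, whereas no such conclusion is drawn below.

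Macrophage genes were higher in neutrophil-like cells after the cut. The 13 macrophage markers summed to 16.6 CPM in RBI-derived normal, 42.1 in RBI-derived cut, 31.3 in CHT-derived normal and 77.3 in CHT-derived cut neutrophil-like cells. In CHT-derived cut cells this is 1.01 times the level that free RNA gives, and 0.805 times in the normal library, so that by the erythroid genes free RNA is enough to account for the markers in the cut library. At the largest share that lyz allows in neural-like cells, free RNA gives 24.3 of the 31.3 CPM in the normal library. In the cut library that share gives 177 CPM, more than the 77.3 CPM found. In RBI-derived cut cells the markers lay at 3.66 times the free RNA level, and at 3.54 times in the normal library. The largest share that lyz allows gives 20.3 of the 42.1 CPM in RBI-derived cut and 1.38 of the 16.6 CPM in RBI-derived normal cells. The free RNA share was too high for lyz in both normal libraries, so that the true ratios there may be larger. The part of free RNA in the rise of either origin cannot be told apart, since the estimate rests on the 9 erythroid genes of 1 library each. The markers exceeded the free RNA level in 1 of the 2 cut libraries. In RBI-derived cut cells the excess held at the largest share that lyz allows too. This argues against free RNA as the whole source of the markers in that library. By npsn in its neural-like cells the share was larger, at 8.19% (6.26% to 10.5%). In CHT-derived cut cells the markers do not decide what the rise comes from. For the macrophage genes in the paper's lists of upregulated genes free RNA is not the whole cause. They lay at a median of 21.4 times the free RNA level in RBI-derived cut and 4.66 times in CHT-derived cut cells, with ratios from 4.03 to 98.5 and from 0.823 to 113. With free RNA subtracted their median log2 ratio was 1.46 in RBI-derived and 2.49 in CHT-derived cells, against 1.50 and 2.15 before. With the largest shares that lyz allows in other cells (4.98% and 11.6%) taken from the cut libraries and none from the normal ones, it was 1.44 with 13 of 13 genes higher in RBI-derived cells, and 0.69 with 18 of 34 genes higher in CHT-derived cells. At a share of 11.6% free RNA is not excluded for the other genes in CHT-derived cells. That share comes from neural-like cells, and in macrophage-like cells of the same library lyz allows at most 5.45%. In neutrophil-like cells 11.6% would give 291 CPM of erythroid genes, where 126 were found. Expression of these genes by neutrophils after the cut stays open, as untested.

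The erythroid genes were higher in CHT-derived neutrophil-like cells after the cut, 2.44-fold (95% interval 2.12 to 2.82). In droplets without cells they were 2.21-fold higher (2.09 to 2.34), close to the rise in the cells. In the normal library the largest share that lyz allows in neural-like cells (2.85%) gives 32.2 of the 51.5 CPM found in neutrophil-like cells, and in the cut library the limit (11.6%) gives 291 CPM where 126 were found. The part of free RNA in this rise cannot be told apart, since the erythroid genes and lyz give different shares.

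Most genes listed at steady state were higher in CHT-derived cells. By CPM 285 of 341 were higher as well, but the genes were chosen on these libraries, so that for them depth per cell cannot be told apart from expression by this count. As a further test, the 341 genes furthest on the CHT-derived side as UMIs per cell were chosen in one part of the cells and counted by CPM in the other. Over 20 random splits, 285 to 314 of them were higher in CHT-derived cells, with medians from −0.74 to −0.58 beside −0.11 to −0.06 over all genes. Both scales rank the genes alike, so that genes chosen as UMIs per cell are those with the lowest CPM ratios. The count thus shows only that such ratios recur in other cells of the same libraries. It cannot tell depth per cell apart from expression for the listed genes. Depth may be why almost all listed genes stand on the CHT-derived side, since 2.40% of all genes were higher in RBI-derived cells as UMIs per cell and 41.8% by CPM. The fold changes in the paper's tables lay within 0.1 of the log2 ratio of UMIs per cell with 1 added for 82.7% of 739 genes, and within 0.1 of the ratio per 10000 UMIs for 6.63%. By list the former was 92.1% at steady state for CHT-derived cells, 93.5% and 77.9% for the genes downregulated in RBI-derived and CHT-derived cells, and 63.2% and 32.8% for those upregulated. Among the 27 ribosomal protein genes listed as downregulated in CHT-derived cells, 14 were lower by CPM and 9 with thinned cells, which goes with depth. With TMM factors 21 of the 27 were lower, and over that whole list 178 of 232 genes were lower by CPM. The genes of that list were chosen on these libraries too, so that neither count tells depth apart from expression. A difference between the origins stays open for the 285 genes.

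Cycling cells were weighed for the same list. The 63 cell cycle genes had a median log2 ratio of −0.35 at steady state, at percentile 0.015 of random lists. With the cycling clusters 5 and 10 left out, 24 of them kept at least 50 UMIs, with a median of −0.03 (percentile 53.4), where the same 24 had −0.43 over all neutrophil-like cells. The listed genes then had a median of −0.27 in place of −0.38, with 272 of 341 higher in CHT-derived cells. Cycling cells are thus not the whole cause, where at least 0.5 of the distance from the median of all genes had to stay. With a limit of 0.8 the test would have come out the other way, so that part of the pattern may come from cycling cells. After the cut the cell cycle genes had medians of −0.28 in RBI-derived and −0.23 in CHT-derived cells, below all random lists.

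The higher csf3b of RBI-derived cells at steady state may in part be a stress response during dissociation and sorting, since the stress genes had a median log2 ratio of 0.57, above all random lists, with 21 of 22 genes higher. Within clusters 0, 1 and 2 the median was 0.19, 0.15 and 0.09, at percentiles 96.4, 98.5 and 96.8. In the same clusters csf3b had 383 against 111, 126 against 33.6 and 941 against 543 CPM in RBI-derived and CHT-derived cells. It thus stayed higher in RBI-derived cells where the stress median was smaller. In macrophage-like cells of the same libraries the stress median was −0.19, within the range of random lists (percentile 23.9). There csf3b had 186 CPM in RBI-derived and 191 CPM in CHT-derived cells. By the paper's account red and green cells came from the same homogenized embryos, so that they shared the dissociation and were sorted separately. Activation of RBI-derived neutrophils before sorting stays open, as do other differences between the origins, all untested.

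In the paper's table, the percentage of CHT-derived cut neutrophils with a UMI of a listed upregulated gene was higher than found here. The median gap was 17.2 percentage points for 34 genes that the paper also gives for its macrophage cluster and 6.64 points for the other 24. A candidate explanation is more RNA from macrophages in the cells of the paper's cluster, from macrophages placed in it, doublets or free RNA, which these values do not separate. Both sets of genes had a gap, so that another difference in the choice of cells stays open.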
